# Gcn4p and Novel Upstream Activating Sequences Regulate Targets of the Unfolded Protein Response

**DOI:** 10.1371/journal.pbio.0020246

**Published:** 2004-08-17

**Authors:** Christopher K Patil, Hao Li, Peter Walter

## Abstract

Eukaryotic cells respond to accumulation of unfolded proteins in the endoplasmic reticulum (ER) by activating the unfolded protein response (UPR), a signal transduction pathway that communicates between the ER and the nucleus. In yeast, a large set of UPR target genes has been experimentally determined, but the previously characterized unfolded protein response element (UPRE), an upstream activating sequence (UAS) found in the promoter of the UPR target gene *KAR2,* cannot account for the transcriptional regulation of most genes in this set. To address this puzzle, we analyzed the promoters of UPR target genes computationally, identifying as candidate UASs short sequences that are statistically overrepresented. We tested the most promising of these candidate UASs for biological activity, and identified two novel UPREs, which are necessary and sufficient for UPR activation of promoters. A genetic screen for activators of the novel motifs revealed that the transcription factor Gcn4p plays an essential and previously unrecognized role in the UPR: Gcn4p and its activator Gcn2p are required for induction of a majority of UPR target genes during ER stress. Both Hac1p and Gcn4p bind target gene promoters to stimulate transcriptional induction. Regulation of Gcn4p levels in response to changing physiological conditions may function as an additional means to modulate the UPR. The discovery of a role for Gcn4p in the yeast UPR reveals an additional level of complexity and demonstrates a surprising conservation of the signaling circuit between yeast and metazoan cells.

## Abstract 2

The yeast unfolded protein response activates a large set of target genes, but a characterized element found in the promoter of one target, KAR2, cannot account for most targets. Using computational and experimental methods, the authors identify additional elements, as well a role for GCN4p in the response

## Introduction

The vast majority of all cellular secretory and membrane proteins are folded and modified in the endoplasmic reticulum (ER), from which they are transported to their final destination in the secretory pathway. When the protein folding capacity of the ER is exceeded or experimentally impaired, unfolded proteins accumulate in the ER and activate the unfolded protein response (UPR). The UPR allows the ER to communicate with the nucleus (Patil and Walter 2001), where a comprehensive gene expression program is induced to adjust the protein folding capacity of the cell according to need.

In the yeast *S. cerevisiae,* unfolded ER proteins stimulate the ER-resident bifunctional transmembrane kinase/endoribonuclease Ire1p (Cox et al. 1993; Mori et al. 1993; Sidrauski and Walter 1997). When activated, Ire1p excises a 252-nucleotide intron from the mRNA encoding Hac1p, a bZIP transcription factor required for induction of all UPR target genes (Cox and Walter 1996; Mori et al. 1996; Sidrauski and Walter 1997). Removal of the *HAC1* intron and subsequent ligation of the two liberated exons by tRNA ligase (Sidrauski et al. 1996) produces a spliced mRNA that is efficiently translated (Kawahara et al. 1997). In the absence of splicing, the intron blocks translation of the mRNA (Rüegsegger et al. 2001). Splicing is therefore a prerequisite for Hac1p production and thus serves as the key regulatory step in the UPR. When it is produced, Hac1p binds an upstream activating sequence (UAS), the unfolded protein response element (UPRE), found in the promoters of UPR target genes (Mori et al. 1992; Kohno et al. 1993), thereby stimulating the transcriptional response to protein unfolding.

Several salient features of the UPR are conserved between yeast and metazoans. In metazoans, Ire1p orthologs Ire1-α and Ire1-β remove a short intron from the *XBP-1* mRNA, which encodes a bZIP transcription factor analogous to Hac1p (Wang et al. 1998; Miyoshi et al. 2000; Urano et al. 2000; Calfon et al. 2002). The metazoan UPR, however, is implemented by at least two additional ER-resident sensors, which are thought to act in parallel and induce multiple downstream transcriptional activators not known to exist in yeast. A second branch of ER-to-nucleus signaling is mediated by ATF-6, a bZIP transcription factor that is synthesized as an integral ER transmembrane protein (Haze et al. 1999). Upon UPR induction, ATF-6 is proteolytically cleaved, liberating a soluble fragment that moves to the nucleus to induce transcription in association with XBP-1 (Wang et al. 2000; Ye et al. 2000; Steiner et al. 2001; Yoshida et al. 2001; Lee et al. 2002a). A third branch of the metazoan UPR provides translational control by the ER transmembrane kinase PERK (Harding et al. 1999; Liu et al. 2000). When activated in response to protein misfolding in the ER, PERK phosphorylates the translation initiation factor eIF-2α, thereby down-tuning translation of many mRNAs (and decreasing the translocational load on the ER) (Harding et al. 2000a, 2000b). Under conditions of limiting eIF-2α activity, however, some mRNAs containing short upstream open reading frames (ORFs) in their 5′ UTR are preferentially translated. One of these mRNAs encodes a third bZIP transcription factor, ATF-4, which collaborates with XBP-1 and other cellular stress signaling factors to activate UPR targets (Harding et al. 2000a, 2003; Ma et al. 2002).

The UPR target genes of yeast have been comprehensively defined by microarray expression profiling, where they comprise a significant fraction of the yeast genome (381 genes, more than 5% of the ORFs) (Travers et al. 2000). The UPR target genes encode many proteins that play critical roles in the ER, the Golgi apparatus, and throughout the secretory pathway. Hence, the UPR can be thought of as a means of homeostatic control, serving to remodel the secretory pathway according to the cell's need.

The set of 381 genes was defined by microarray hybridization expression profiling, using a stringent quantitative “filter” that required the expression profile of each target gene to closely match that of previously known and well-characterized UPR target genes. In particular, the filter demanded that the expression profile of a target gene closely correlate to that of canonical UPR targets over a time course of UPR induction, and that induction be significantly greater in wild-type (WT) than in either Δ*ire1* or Δ*hac1* cells.

The identification of this vast set of target genes poses an enigma in light of the previously characterized UPRE. The UPRE was originally defined as a 22-bp sequence element of the *KAR2*/BiP promoter (Mori et al. 1992) and subsequently carefully refined to nucleotide precision as a semipalindromic seven-nucleotide consensus, CAGNGTG (Mori et al. 1998). Point mutations in any one of the six conserved nucleotides or deletion of the central nucleotide was shown to have severely detrimental effects on the ability of the element to function as an autonomous UAS when placed into an otherwise silent promoter. Yet, inspection of the 381 promoter sequences of the experimentally defined set of target genes failed to reveal a recognizable UPRE in most of them. This observation is particularly surprising given that the UPRE is thought to be the Hac1p binding site, and *HAC1* has been shown to be required for activation of all UPR target genes. One possible resolution to this paradox is that additional, heretofore unrecognized UPREs exist that are required for the activation of the genes lacking the “classical” UPRE. A requirement for new *cis*-activating sequences in the promoters of UPR target genes raises the possibility that such sequences could be bound by other *trans*-acting factors, alone or in combination with Hac1p, and thus contribute to the transcriptional complexity of the UPR.

## Results

### Computational Identification of Target Motifs

To identify sequence motifs shared by the set of UPR target genes, we employed a bioinformatics approach to build a “dictionary” of putative regulatory elements from the promoters of these genes. In this approach, DNA sequence is considered as a “text” (a long string of nucleotides), which is modeled as having been composed by concatenating “words” (short oligonucleotides) drawn from a probabilistic “dictionary” according to their frequencies. To infer the dictionary from the observed text, we employed the previously developed computational algorithm, MobyDick, which was developed based on a probabilistic segmentation model (Bussemaker et al. 2000a, 2000b). MobyDick has been used previously to identify regulatory sites in large sets of promoters activated during sporulation or by specific cell-cycle stage.

We first constructed a dictionary from the UPR target gene promoters. To this end, we compiled a text from the promoters of all 381 UPR target genes as previously defined (Travers et al. 2000). We defined the promoter region for each ORF as the 600 nucleotides upstream of the initiation codon. Probabilistic segmentation analysis using the MobyDick algorithm indicated that the target gene promoters are best modeled by a dictionary of about 300 words of eight nucleotides or less (for details of this and subsequent calculations, see Materials and Methods; a complete report of the dictionary with associated statistics appears in Table S1). These words represent the sequences that are most frequent in the target gene promoters.

Because words with similar sequences are likely to possess similar biological activity, we considered groups of related words as units in our subsequent analysis. We grouped the dictionary into motifs by performing every possible pairwise alignment between all words, and then clustering words with high mutual alignment scores. A motif may contain two or more words, or just a single word. For a multiword motif, the words defining the motif are similar to one another and share common core sequences (Figure 1B; Table S2). The clustering procedure yielded about 100 motifs, about half of which contain multiple words.

**Figure 1:**
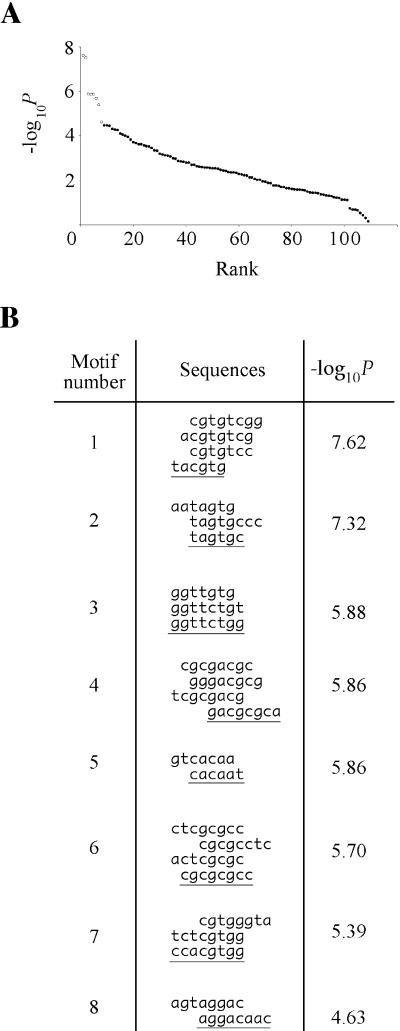
Computational Selection of Candidate Regulatory Motifs (A) Candidate regulatory motifs are overrepresented in UPR target promoters. Sequence motifs were ranked in order of overrepresentation, i.e., on the number of observed appearances in target promoters relative to the expectation from the total appearances in all promoters. −log_10_ *P,* a metric of overrepresentation, is plotted against rank (circles). Eight motifs were chosen for experimental characterization (open circles). (B) Best words grouped into eight candidate motifs. The eight most overrepresented motifs from Fig. 1A, aligned to illustrate common core sequences. The example of each motif chosen for experimental characterization is underlined.

We reasoned that motifs that are likeliest to represent bona fide regulatory elements will be nonrandomly distributed in the genome and appear more often in the UPR target gene promoters than expected by chance. Therefore, we counted the number of times each motif (i.e., a sequence match to any of the words the motif comprises) appeared in the approximately 6,000 promoters in the genome, and computed from this figure the frequency with which each motif would be expected to appear in a promoter if it were distributed randomly throughout the genome. We then counted the number of times the motif was actually found in the 381 target promoters and calculated the probability *P* of this many or more appearances occurring by chance. A small *P* value (high −log_10_ *P*) indicates that the motif is overrepresented relative to the expectation. Figure 1A shows the motifs ranked in order of decreasing overrepresentation, with −log_10_ *P* for each motif plotted against this rank. We chose the eight highest-ranking motifs (open circles) as candidates for experimental testing (Figure 1B), analyzing a single example of each (underlined sequences).

### Experimental Verification of Novel UPREs

To determine whether any of the eight candidate motifs would function as bona fide UPREs, we introduced three tandem repeats of a single representative sequence of each motif into a *lacZ* reporter construct that contains a crippled version of the *CYC1* promoter that is transcriptionally silent in the absence of a UAS (Guarente and Mason 1983). Analogous constructs containing the “classical,” *KAR2*-derived UPRE inserted upstream of the core promoter have been shown to drive transcription of this reporter gene under ER stress (Mori et al. 1992; Cox et al. 1993). As a positive control for UPR-dependent gene expression, we used a construct containing a triple repeat of the *KAR2*-derived UPRE (Cox and Walter 1996). We transformed the resulting plasmids into yeast and assayed for β-galactosidase activity in response to ER stress.

Of the eight reporter constructs, the two containing Motif 1 and Motif 8 were transcriptionally activated when cells were treated with tunicamycin (Tm) (Figure 2A), or dithiothreitol (DTT) (unpublished data), both inducers of the UPR. The other six motifs showed no activity above baseline (unpublished data). Neither Motif 1 nor Motif 8 showed any activity in the absence of ER stress, and no activation was observed upon UPR induction in either Δ*ire1* or Δ*hac1* strains. Hence, as with the “classical” UPRE, these two motifs are sufficient to confer transcriptional activation upon a promoter in an *IRE1*-*, HAC1*-*,* and ER stress-dependent manner. We therefore conclude that the bioinformatics analysis has identified two novel UPREs present in target gene promoters; hereafter, we refer to Motif 1 and Motif 8 as UPRE-2 and UPRE-3, respectively. Correspondingly, we shall refer to the classical, *KAR2*-derived UPRE as UPRE-1.

**Figure 2:**
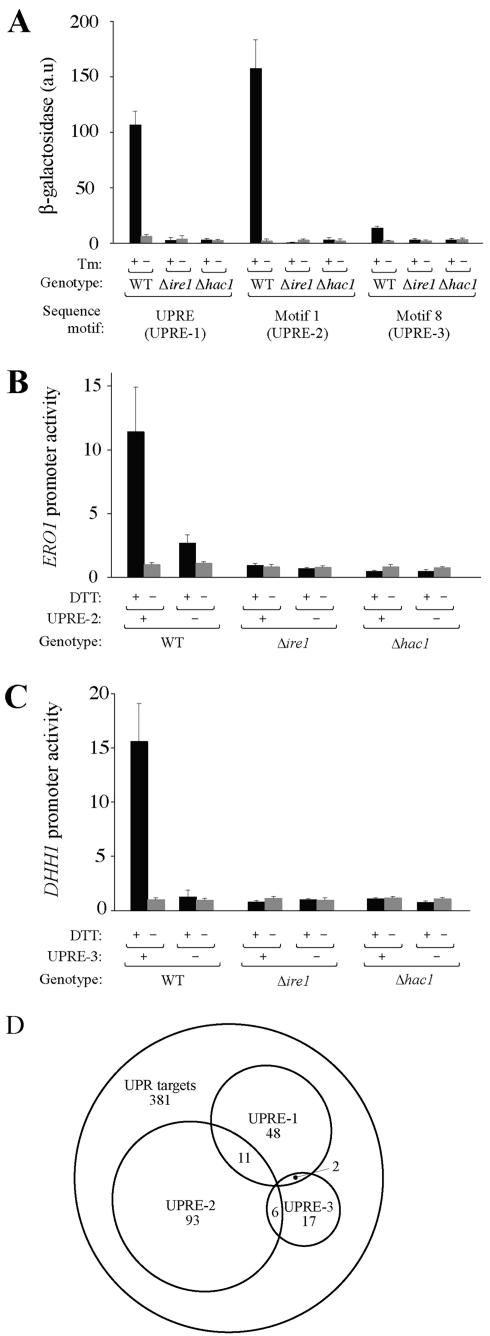
Identification of Two Novel Sequence Motifs Necessary and Sufficient for UPR Activation (A) Motif 1 and Motif 8 are sufficient to confer UPR-responsive transcription on an artificial promoter*.* Single representative sequences of the *KAR2-*derived UPRE and candidate regulatory motifs Motif 1 and Motif 8 were cloned into a crippled promoter driving *lacZ,* transformed into yeast (WT, Δ*ire1,* and Δ*hac1*), and β-galactosidase activity monitored in response to Tm treatment. (B) UPRE-2 (Motif 1) is necessary for UPR-dependent activation of the *ERO1* promoter. lacZ was placed under the control of the WT *ERO1* promoter (+ UPRE-2) or a mutant (− UPRE-2), and β-galactosidase activity monitored in response to DTT treatment. (C) UPRE-3 (Motif 8) is necessary for UPR-dependent activation of the *DHH1* promoter. As in (B), except using the *DHH1* promoter, in which UPRE-3 appears once. (D) Novel motifs explain a greater fraction of UPR target gene activation. Sets of genes whose promoters contain UPR-responsive UASs UPRE-1, UPRE-2, UPRE-3, or a combination, are here depicted in Venn diagram format as subsets of the 381-gene UPR target set.

To test whether these motifs are also necessary for transcriptional activation, we designed *lacZ* reporter constructs derived from two native promoters in which the motifs appear. We chose for UPRE-2 the promoter of *ERO1,* encoding an ER resident redox protein, and for UPRE-3 the promoter of *DHH1,* encoding an RNA helicase. Both genes are robust targets of the UPR (Travers et al. 2000) and lack a recognizable UPRE-1. First, we verified that the reporters responded to ER stress in a UPR-dependent manner. WT but not Δ*ire1* or Δ*hac1* cells bearing the UPRE-2-containing *ERO1*-promoter-driven reporter expressed higher levels of β-galactosidase after treatment with DTT (Figure 2B, “+ UPRE-2” columns). In a mutant version of this reporter construct, in which the UPRE-2 was ablated and replaced by an unrelated sequence of identical length, inducibility of the *ERO1* promoter was decreased by approximately 4-fold (“− UPRE-2” columns). Similarly, WT but not Δ*ire1* or Δ*hac1* cells bearing the UPRE-3-containing *DHH1*-promoter-driven reporter expressed higher levels of β-galactosidase after treatment with DTT (Figure 2C, “+ UPRE-3” columns); ablation of UPRE-3 from the *DHH1* promoter entirely eliminated induction by ER stress ( “− UPRE-3” columns).

Taken together, the data presented so far indicate that, as with the classical UPRE-1, UPRE-2 and UPRE-3 are both sufficient (Figure 2A) and necessary (Figure 2B and 2C) to confer UPR inducibility on a target promoter. The addition of UPRE-2 and UPRE-3 to the repertoire of UPREs triples the number of genes in the UPR target set whose induction we can explain by invoking the presence of a well-defined UAS (Figure 2D).

### Identification of High-Copy Activators of UPRE-2

The existence of functional *cis*-regulatory elements that differ in sequence from the canonical UPRE-1 suggests that *trans*-activating factors other than Hac1p may bind these elements. Alternatively, Hac1p, alone or accompanied by another factor or factors, may be able to recognize multiple sequences. To distinguish between these possibilities and potentially reveal novel regulatory factors, we attempted to identify genes which, when overexpressed, activate transcription of the UPRE-2 reporter plasmid in the absence of an ER stress signal. The design of this screen recapitulates the approach which identified *HAC1* as a high-copy activator of the UPRE-1 (Cox and Walter 1996).

We transformed a strain bearing the UPRE-2-*lacZ* reporter with a 2-μm-plasmid-derived ( high-copy) genomic DNA library (Miller et al. 1984). A Δ*ire1* strain was used in order to focus the screen on genes acting downstream of *IRE1.* Use of the Δ*ire1* strain also avoided a background of false positives resulting from library plasmids encoding secretory proteins whose overexpression might activate Ire1p. Transformants were plated on synthetic defined media and, after appearance of colonies, overlaid with soft agar containing the β-galactosidase substrate X-gal. Colonies that turned significantly more blue than control (untransformed) colonies were recovered and rescreened by the same assay. Plasmids from positively rescreened clones were retransformed into the Δ*ire1* UPRE-2-*lacZ* strain to verify plasmid linkage of the activator phenotype.

We screened a total of 112,000 transformants, representing a predicted genomic coverage of approximately 50x. Thirty-eight positive transformants passed through repetition and plasmid linkage tests, and 18 of these stably maintained the activator phenotype over many generations. Positive plasmids fell into two classes, as defined by the minimal region of overlap of their insert sequences. One class of inserts (ten plasmids) shared the *IRE1* locus and surrounding sequences; *IRE1* has been previously shown to be activated by overexpression and is a high-copy activator of UPRE-1 (Cox et al. 1993). Recovery of this locus demonstrates that the screen was able to capture genes of physiological relevance to the pathway.

The second class of positive inserts (eight plasmids) shared the *GCN4* locus. *GCN4* encodes a bZIP transcription factor, which has been well-characterized as a component of the cellular response to amino acid starvation and other stresses (Natarajan et al. 2001; reviewed in Hinnebusch 1997) but has not been previously demonstrated to play a role in the UPR. We constructed a 2-μm plasmid bearing only *GCN4,* transformed it into WT, Δ*ire1,* and Δ*hac1* strains carrying UPRE-1-*lacZ,* UPRE-2-*lacZ,* and UPRE-3-*lacZ* reporters, and assayed for β-galactosidase activity (Figure 3A). *GCN4* overexpression stimulated UPRE-2-driven reporter activity in all three genotypes ( “+ GCN4 2μ” columns), indicating that overexpression of *GCN4* is sufficient to stimulate transcription from the UPRE-2-driven reporter gene in the absence of ER stress, Ire1p activity, or Hac1p production. We also starved cells for histidine by administering 3-aminotriazole (3-AT), which induces translation of Gcn4p (Albrecht et al. 1998). As when cells expressed high levels of *GCN4,* amino acid starved cells exhibited a significant increase of UPRE-2 transcription in the absence of ER stress ( “+3-AT, −Tm” columns). *GCN4* overexpression alone did not activate transcription from either UPRE-1 or UPRE-3 reporter genes, emphasizing that these motifs are not synonymous with UPRE-2.

**Figure 3:**
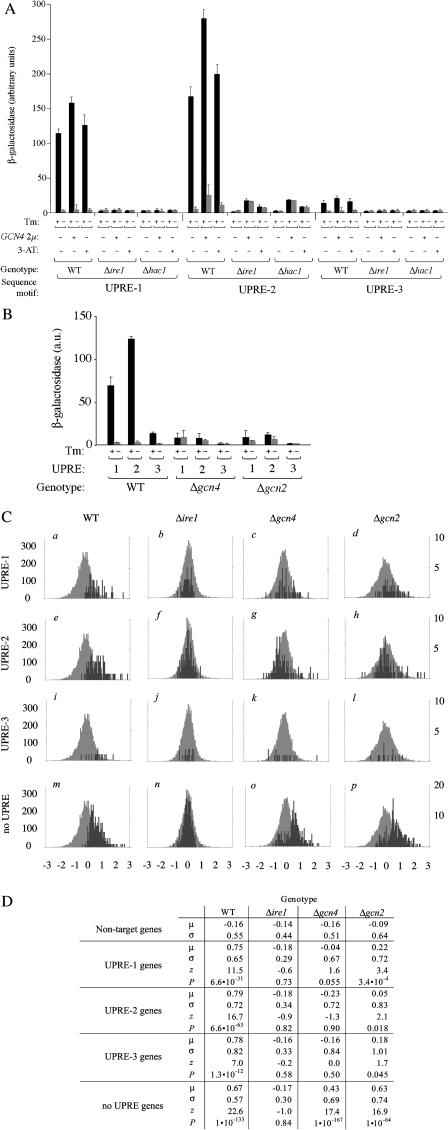
*GCN4* Encodes a Novel Transcription Factor in the UPR (A) Overexpression of *GCN4* is sufficient for activation of UPRE-2, but not UPRE-1 or UPRE-3. UPRE-driven transcriptional activity as a function of Gcn4p levels, elevated either as a result of overexpression (+ *GCN4–2μ*) or amino acid starvation (+ 3-AT), in the presence or absence of ER stress (Tm). (B) *GCN4* and *GCN2* are necessary for ER stress-dependent activation of UPRE-1 and UPRE-2. UPRE-driven transcriptional activity as a function of *GCN4* pathway genes (WT, Δ*gcn4,* and Δ*gcn2*) in the presence or absence of ER stress (Tm). (C) *GCN4* and *GCN2* are required for UPR-dependent transcriptional activation of a subset of target genes. Fold changes in mRNA levels were determined by microarray for DTT-treated vs. -untreated WT, Δ*ire1,* Δ*gcn4,* and Δ*gcn2* strains (columns). Histograms show distribution of log_2_-fold changes for non-UPR target genes (light bars) and for UPR target genes (dark bars), which contain UPRE-1, UPRE-2, UPRE-3, or still unidentified UPREs (rows) in their promoters. (D) Target gene regulation differs significantly in WT and *Δgcn4/Δgcn2* mutants. Means *(μ)* and standard deviations *(σ)* for log_2_-fold change in gene expression for non-UPR target genes, and for genes that fall inside the UPR target gene set and contain UPRE-1, UPRE-2, or UPRE-3 in their promoters. Z statistic *(z)* and *P* value *(P)*: higher *z* reflects a greater difference between the distribution for UPRE-containing target genes and nontarget genes; lower *P* indicates a more highly significant difference. For detailed calculations, see Materials and Methods.

### *GCN4* and *GCN2* Are Required for Activation of All Three UPREs

Having demonstrated that *GCN4* overexpression is sufficient to activate transcription from a UPRE-2 reporter, we next asked whether *GCN4* is also necessary to activate transcription in response to ER stress. We deleted *GCN4* from strains bearing UPRE-1, UPRE-2, and UPRE-3 reporter constructs and assayed β-galactosidase activity in response to UPR activation. Upon UPR induction, *HAC1* mRNA was spliced normally, and Hac1p was produced at WT levels in Δ*gcn4* mutants (unpublished data). However, Δ*gcn4* cells failed to induce transcription, not only of the UPRE-2-driven reporter but also of the UPRE-1- and UPRE-3-driven reporters (Figure 3B). Hence we conclude that *GCN4* is required for ER stress responsiveness of all three UPREs.

Consistent with the genetic requirement for *GCN4,* high levels of Gcn4p potentiate transcription from all UPREs when the UPR is activated. *GCN4* overexpression increases the level of reporter activation in WT cells when the UPR is induced (Figure 3A, compare “*GCN4* +Tm” to “*GCN4 −*Tm” data), suggesting that *GCN4* activity is limiting for UPR-dependent transcription from all three UPREs. Similarly, stimulation of Gcn4p production by amino acid starvation also increases the magnitude of the transcriptional response (Figure 3A, “+3-AT, +Tm” data).

In its role in the transcriptional response to amino acid starvation, *GCN4* is activated at the translational level. Uncharged tRNAs are detected by the kinase Gcn2p, which phosphorylates initiation factor 2α (eIF-2α); when eIF-2α is phosphorylated, scanning ribosomes fail to initiate at upstream ORFs encoded by the *GCN4* 5′ UTR and are able to initiate translation at the *GCN4* ORF itself (Hinnebusch 1997). We therefore asked whether *GCN2* is also required for *GCN4* activity in the context of the UPR. As with Δ*gcn4* cells, Δ*gcn2* strains were also unable to mount a transcriptional response from any of the reporter constructs (Figure 3B).

Given that *GCN4* and *GCN2* are necessary for ER stress-dependent transcription in an artificial promoter context, we next asked whether these genes are required for upregulation of the target genes of the UPR. To this end, we measured steady-state mRNA levels by microarray hybridization, comparing WT, Δ*ire1,* Δ*gcn4,* and Δ*gcn2* cells treated with DTT for 30 min (by which time the UPR is qualitatively complete; Travers et al. 2000) to untreated samples of the same genotype. 

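Cells of WT, Δ*ire1*, Δ*gcn4*, and Δ*gcn2* were treated with 2 mM DTT for 30 min, and their RNA was compared with that of untreated cells of the same strain. DTT is a reducing agent that interferes with the folding of proteins in the ER. Each strain was measured on 3 two-color spotted arrays, 12 arrays in all, and the paper states that its measurements average 3 independent experiments. The values used are the log2 ratios of treated over untreated that the authors deposited, with 3 decimals and no missing value for 6024 array elements. The paper's text names no normalization within the arrays beyond the protocol that it cites. The median log2 ratio of an array lay between −0.205 and −0.080 in WT, −0.154 and −0.131 in Δ*ire1*, −0.194 and −0.144 in Δ*gcn4*, and −0.149 and −0.056 in Δ*gcn2*, so the arrays were not centered on their medians, and they were used as deposited. Over all genes, which are not independent replicates, the correlation between arrays of a strain ranged from 0.853 to 0.876 in WT, 0.642 to 0.846 in Δ*ire1*, 0.729 to 0.906 in Δ*gcn4*, and 0.932 to 0.943 in Δ*gcn2*. A linear model was fitted to all 12 arrays with limma, and a gene was counted as higher or lower at an adjusted p under 0.05. The files hold no signal intensities, and the number of arrays limits the precision. The files do not mark the genes that carry a UPRE. The first 139 elements of the deposited table fall into 6 runs, each in the order of the systematic gene names, of 11, 2, 35, 6, 76, and 9 elements. These are the sizes of the UPRE groups and of their overlaps in Figure 2D, and the runs were taken as the genes with UPRE-1 and UPRE-2, UPRE-1 and UPRE-3, UPRE-1 only, UPRE-2 and UPRE-3, UPRE-2 only, and UPRE-3 only. This assignment is an inference from the order of the table, made after the table had been seen. With it, the group means for UPRE-1 lie further from those of Figure 3D than the means for UPRE-2 and UPRE-3 do. The paper's text goes against it for 2 genes. *KAR2*, whose promoter is the source of UPRE-1, lies outside the runs, and *DHH1*, which the paper describes as having no recognizable UPRE-1, lies in the run taken as UPRE-1 and UPRE-3. The study's target set is not in the files either. In its place stand the 460 genes that were higher in WT and lower in Δ*ire1* than in WT on these same arrays, of which 89 lie in the UPRE runs and 371 outside them.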

WT cells were taken as a positive control for UPR induction, and Δ*ire1* cells as a negative control. Fold change in expression of a given gene was computed as the ratio of mRNA level in the treated sample to the level in an untreated sample of the same genotype.

In our analysis, we considered five subsets of genes: the sets of UPR target genes containing a UPRE-1, UPRE-2, or UPRE-3 in their promoter, the set of UPR target genes without an identified UPRE in their promoters (“no UPRE”), and the set of genes previously identified as UPR-independent (“nontargets”) (Travers et al. 2000). The distributions of the log_2_-fold changes for each subset of genes in each genotype relative to the set of nontarget genes are illustrated in Figure 3C. For each gene set in each genotype, we determined the difference between the distributions of log_2_-fold changes in UPRE target genes and those in nontarget genes. The statistical significance of these differences is represented by the *z* scores and *P* values enumerated in Figure 3D; higher *z* and lower *P* indicate a greater difference between distributions and higher significance (for details see Materials and Methods).

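Among the 5514 genes outside the UPRE groups and the target set, the log2 ratio of DTT-treated over untreated cells lay within 1 of no change for 92.1% in WT, 95.7% in Δ*ire1*, 94.3% in Δ*gcn4*, and 89.0% in Δ*gcn2*. The mean over these genes was −0.23 ± 0.053 in WT, −0.15 ± 0.0022 in Δ*ire1*, −0.22 ± 0.017 in Δ*gcn4*, and −0.16 ± 0.037 in Δ*gcn2* (SD, n = 3 arrays each). Smaller changes were common. In WT, 639 of these genes were higher and 2350 were lower. The numbers were 687 and 2011 in Δ*ire1*, 616 and 2267 in Δ*gcn4*, and 1167 and 2238 in Δ*gcn2*. The lowest log2 ratios in WT were those of the acid phosphatase gene *PHO3*, −2.53 ± 0.96, of the methionine synthase gene *MET6*, −2.52 ± 0.29, and of *CYC1*, which encodes a cytochrome c, −2.41 ± 0.46. *SSA4*, which encodes a stress-inducible chaperone of the cytosol, was among the genes outside the target set that rose in WT, by 2.22 ± 0.72, and it stood at 2.76 ± 0.28 in Δ*ire1*. Over all 6024 genes, 1108 were higher and 2352 lower in WT, 733 and 2145 in Δ*ire1*, 949 and 2329 in Δ*gcn4*, and 1520 and 2280 in Δ*gcn2*. Of these, 540, 238, 397, and 740 had changed by at least 1 on the log2 scale. After each array was centered on its median, which by itself evens out rises and falls, 1661 genes were higher and 1708 lower in WT, 1321 and 1399 in Δ*ire1*, 1540 and 1589 in Δ*gcn4*, and 1910 and 1856 in Δ*gcn2*. The SD over all genes of the mean log2 ratio was 0.57 in WT, 0.44 in Δ*ire1*, 0.51 in Δ*gcn4*, and 0.65 in Δ*gcn2*.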

The majority of the genes in the nontarget set (Figure 3C, all histograms, light bars) are not differentially regulated by ER stress in the WT and mutant strains. 

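*SIL1*, which encodes a nucleotide exchange factor for the ER chaperone Kar2p, rose in WT by 2.89 ± 0.078 on the log2 scale (SD, n = 3 arrays) and stood at 0.23 ± 0.31 in Δ*ire1*. *KAR2* rose by 1.96 ± 0.21 in WT and stood at 0.85 ± 0.24 in Δ*ire1*, and *ERO1* rose by 1.96 ± 0.094 and stood at 0.37 ± 0.14. The differences between the strains were −2.66 for *SIL1* (adjusted p = 2.4e-07), −1.11 for *KAR2* (adjusted p = 1.3e-04), and −1.59 for *ERO1* (adjusted p = 2.1e-06). *DHH1*, *BIR1*, *DOG1*, *OPI3*, and *TRK2* were each higher in WT, by 0.80 for *TRK2* to 2.48 for *DOG1*, and each lower in Δ*ire1* than in WT. *EDC1* did not pass the test in WT (0.04 ± 0.26), but was lower in Δ*ire1* than in WT, by −0.84 (adjusted p = 0.0075). Among the 133 measured genes of the secretory pathway, 61 were higher and 26 lower in WT (62 and 26 when adjusted over the list alone), and 67 were lower and 4 higher in Δ*ire1* than in WT (73 and 8 when adjusted over the list alone). Their mean log2 ratio was 0.39 ± 0.069 in WT and −0.18 ± 0.035 in Δ*ire1*. Of the 17 genes of ER folding, 11 rose and 3 fell in WT, and 12 were lower in Δ*ire1* than in WT, with the same counts when adjusted over the list alone. The 3 that fell were *ROT1*, *CNE1*, and *CPR5*, the last 2 with calls that were lost when the arrays were centered, and *EPS1*, *ERV2*, and *MPD2* did not pass the test. Of 29 genes of ER-Golgi transport, 15 rose and 5 fell in WT, and 19 were lower in Δ*ire1* than in WT (20 lower and 1 higher when adjusted over the list alone). As lists, the genes of ER folding, ER-Golgi transport, ER-associated degradation, N-glycosylation, and O-mannosylation with GPI anchors were higher in WT and lower in Δ*ire1* than in WT (camera, largest adjusted p = 8.2e-04). With a correlation between genes estimated from these arrays instead of a preset of 0.01, none of these calls held (smallest adjusted p = 0.0791). ER translocation (−0.22, adjusted p = 0.033, and 0.144 with the estimated correlation) and phospholipid synthesis (−0.34, adjusted p = 0.0387, and 0.303) were lower in Δ*ire1* than in WT, calls that were each lost without 2 of the arrays in turn (highest adjusted p = 0.0645 and 0.0826), and did not pass the test in WT. Over all genes, 658 were higher and 678 lower in Δ*ire1* than in WT, 206 of them by at least 1 on the log2 scale. The target set had a mean of 0.79 ± 0.11 in WT and −0.087 ± 0.017 in Δ*ire1*, a contrast that the choice of the set on these arrays builds in. When the set was chosen on the arrays of the other replicate numbers, the means were 0.83 ± 0.096 and −0.050 ± 0.039. Those sets rest on fewer arrays and need not hold the same genes, so these means do not show how large the bias of the choice is.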

As previously shown, however, genes of the UPR target set are significantly more upregulated in the WT than in Δ*ire1* cells (Figure 3C, compare dark bars versus light bars between histograms *a* and *b, e* and *f, i* and *j,* and *m* and *n*). This is the case both for target genes bearing any UPRE in the promoter (Figure 3C, histograms *a–l*) as well as the remainder of the target set for which a UPRE has not been identified (Figure 3C, histograms *m–p*). 

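On average, the genes in the UPRE runs rose in WT, as did the targets outside the runs. Both stayed near the level of the other genes in Δ*ire1*. The 48 genes with UPRE-1 had a mean log2 ratio of 0.68 ± 0.085 in WT and −0.20 ± 0.018 in Δ*ire1* (SD, n = 3 arrays). The means were 0.80 ± 0.11 and −0.18 ± 0.035 for the 93 genes with UPRE-2, and 0.78 ± 0.082 and −0.16 ± 0.052 for the 17 genes with UPRE-3. The 371 targets outside the runs had means of 0.72 ± 0.11 and −0.080 ± 0.021. All of them are higher after DTT in WT, and lower in Δ*ire1* than in WT, because the set was chosen that way. The UPRE groups were not chosen on these values. The paper draws them from its target set, however, whose filter on earlier arrays already asked for greater induction in WT than in Δ*ire1*. In WT, 31 genes with UPRE-1, 70 with UPRE-2, and 13 with UPRE-3 were higher, and in Δ*ire1* 7 of all 139 UPRE genes were, each with UPRE-2. In Δ*ire1*, 30 genes with UPRE-1, 81 with UPRE-2, and 12 with UPRE-3 were lower than in WT (43, 85, and 14 when adjusted over the group alone). *ULI1*, with UPRE-2 and UPRE-3, went from 3.18 ± 0.57 in WT to −0.11 ± 0.17 in Δ*ire1*, and *EUG1*, with UPRE-2, from 1.89 ± 0.25 to −0.18 ± 0.27. Outside the runs, *COS4* went from 4.09 ± 0.053 to 0.18 ± 0.056 and *IRC4* from 2.02 ± 0.39 to −0.22 ± 0.29. Of the 10 largest falls from WT to Δ*ire1*, 7 were in the runs. The z statistic of the paper, over genes and against all genes on the arrays, was 10.2 for UPRE-1, 16.2 for UPRE-2, and 6.81 for UPRE-3 in WT, and −0.85, −0.74, and −0.10 in Δ*ire1*.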

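The genes with UPRE-2, as a group, had a mean log2 ratio of −0.23 ± 0.087 in Δ*gcn4* (SD, n = 3 arrays) and 0.052 ± 0.075 in Δ*gcn2*. The mean of the genes with UPRE-3 was −0.16 ± 0.22 in Δ*gcn4* and 0.19 ± 0.087 in Δ*gcn2*. For the genes with UPRE-1 it was 0.056 ± 0.14 in Δ*gcn4* and 0.27 ± 0.080 in Δ*gcn2*. After each array was centered on its median, the means for UPRE-1, UPRE-2, and UPRE-3 were 0.22, −0.072, and −2.5e-04 in Δ*gcn4* and 0.38, 0.16, and 0.29 in Δ*gcn2*. They were 0.33, 0.064, and 0.19, and 0.57, 0.37, and 0.57, for those among cross-fitted targets, and 0.15, 0.016, and −0.27, and 0.40, 0.25, and 0.11, for those in the secretory pathway. With 1 array of the strain left out in turn, the mean for UPRE-3 ranged from −0.25 to −0.038 in Δ*gcn4* and from 0.15 to 0.23 in Δ*gcn2*, that for UPRE-2 from −0.28 to −0.19 and from 0.011 to 0.084, and that for UPRE-1 from −0.0043 to 0.13 and from 0.24 to 0.32. *MGR1*, with UPRE-1 and UPRE-2, stood at −0.46 ± 0.39 in Δ*gcn4* and −0.17 ± 0.099 in Δ*gcn2*, against −0.20 ± 0.23 in Δ*ire1*. *PMT1*, with the same UPREs, stood at −0.69 ± 0.30 and −0.18 ± 0.096, against −0.31 ± 0.022. *SEC26*, with UPRE-2, stood at −0.55 ± 0.19 and −0.09 ± 0.061, against 0.05 ± 0.072. In Δ*gcn4*, 15 genes with UPRE-1, 16 with UPRE-2, and 4 with UPRE-3 were higher after DTT, and in Δ*gcn2* 21, 24, and 5 were. Of all 139 UPRE genes, 105 were lower than in WT in Δ*ire1*, 91 in Δ*gcn4*, and 75 in Δ*gcn2*, and 60 were lower in all 3 mutants.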

For those genes with an identified UPRE in their promoters, expression patterns in both Δ*gcn4* (Figure 3C, histograms *c, g,* and *k*) and Δ*gcn2* mutants (Figure 3C, histograms *d, h,* and *l*) show trends similar to those in Δ*ire1*. 

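Most genes with UPRE-2 responded less to DTT in the mutants than in WT. Of the 93, 82 were lower in Δ*gcn4* than in WT and 68 in Δ*gcn2* (93 and 78 when adjusted over the group alone), with mean differences of −1.03 and −0.75. Of the 48 genes with UPRE-1, 17 were lower in Δ*gcn4* and 14 in Δ*gcn2* (23 and 16 when adjusted over the group alone), with mean differences of −0.62 and −0.41. Of the 17 genes with UPRE-3, 9 were lower in Δ*gcn4* and 6 in Δ*gcn2* (15 and 9 when adjusted over the group alone), with mean differences of −0.95 and −0.60. For each of the 3 groups, every array of WT had a higher mean than each of the 6 arrays of Δ*gcn4* and Δ*gcn2* (exact permutation test, p = 0.0119, the smallest that 84 splits allow). That test pools both mutants, and it does not use that WT and Δ*gcn2* arrays of the same replicate number varied together. Against each mutant alone, the p of this test was 0.10 in each group, the smallest that 20 splits allow. The groups share genes, so they are not separate results. The largest difference between Δ*gcn4* and WT was that of *MGR1*, −2.28 (standard error 0.19, adjusted p = 1.0e-05), and it was −1.99 (standard error 0.19, adjusted p = 1.3e-04) in Δ*gcn2*. *PMT1*, which encodes a protein mannosyltransferase of the ER, differed by −1.82 (adjusted p = 1.8e-05) and −1.31 (adjusted p = 2.5e-04). *ERO1* differed by −0.85 (adjusted p = 0.0014) and −0.65 (adjusted p = 0.0049). *DHH1*, in the run taken as UPRE-1 and UPRE-3 although the paper finds no recognizable UPRE-1 in its promoter, differed by −1.19 in Δ*gcn4* (adjusted p = 0.012), a call that 5 of the other ways of processing did not make, and by −0.69 in Δ*gcn2*, where it did not pass the test (adjusted p = 0.068). *PDI1* did not pass it in either mutant (adjusted p = 0.11 and 0.21). The 35 genes with UPRE-1 only differed least, with 5 lower in each mutant.

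**Figure D1:**
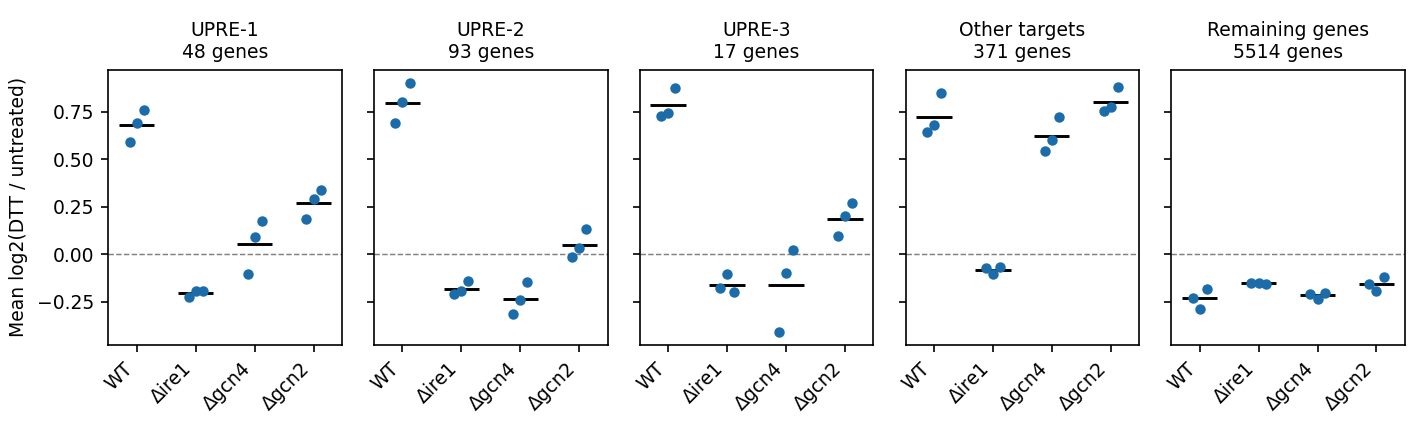
Mean log2 ratio of DTT-treated over untreated cells on each array (points) for each strain, with a line at the mean over the 3 arrays. Shown are genes with UPRE-1 (48), UPRE-2 (93), and UPRE-3 (17), the targets outside the UPRE runs (371), and the remaining genes (5514). In the UPRE groups every array of Δ*gcn4* and Δ*gcn2* lies below every array of WT.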

In both mutants, the sets of genes whose promoters contain a UPRE are significantly less upregulated relative to their induction in the WT. 

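Several strongly induced genes in the UPRE runs kept part of their response to DTT in both mutants. *YET2*, with UPRE-2, had a log2 ratio of 3.37 ± 0.33 (SD, n = 3 arrays) in WT, 1.61 ± 0.17 in Δ*gcn4*, and 2.61 ± 0.17 in Δ*gcn2*. *LHS1*, with UPRE-1, had 2.63 ± 0.36, 1.63 ± 0.067, and 1.54 ± 0.17, and *MPD1*, with UPRE-2, had 1.94 ± 0.080, 1.00 ± 0.12, and 1.42 ± 0.12. These 3 genes were higher after DTT in WT and in both mutants, and lower in each mutant than in WT. The difference from WT of *LHS1* in Δ*gcn4* (adjusted p = 0.028), of *MPD1* in Δ*gcn2* (adjusted p = 0.031), and of *YET2* in Δ*gcn2* (adjusted p = 0.028) was lost in 6, 6, and 5 of the other ways of processing. *SWP82* and *DOG1*, with UPRE-2, stood at 1.74 ± 0.54 and 1.71 ± 0.33 in Δ*gcn4*, and did not pass the test for a difference from WT (adjusted p = 0.15 and 0.076). Of the 98 UPRE genes that were higher in WT, 32 were also higher in Δ*gcn4* and 43 in Δ*gcn2*. In Δ*gcn4*, 18 of the 32 did not pass the test for a lower response than in WT, which does not show that they responded alike. The 89 targets in the runs had a mean of 1.05 ± 0.11 in WT, 0.11 ± 0.13 in Δ*gcn4*, and 0.37 ± 0.089 in Δ*gcn2*.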

Some UPR target genes exhibit residual upregulation in Δ*gcn4* and Δ*gcn2,* suggesting that these promoters have only a partial requirement for *GCN4*/*GCN2*. This effect is most prominent for genes containing UPRE-1 in the Δ*gcn2* mutant (Figure 3C, histogram *j*), where the residual induction crosses the threshold into marginal statistical significance (Figure 3D, “Δ*gcn2,* UPRE-1”; *p* = 3.4 × 10^−4^); it is possible that the residual levels of Gcn4p present in a Δ*gcn2* mutant are sufficient to allow UPR transcription from these promoters, or alternatively that UPRE-1 promoters are relatively less sensitive to Gcn4p levels (and concomitantly, relatively more reliant on Hac1p) for induction (see Discussion). In contrast, induction of the “no UPRE” genes is quite high in Δ*gcn4* and Δ*gcn2* cells (Figure 3C, histograms *o* and *p* versus *m*). 

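In Δ*gcn2*, the genes with UPRE-1 that rose most included *PMT3*, with a log2 ratio of 1.57 ± 0.62 (SD, n = 3 arrays), and *SFB2*, with 1.25 ± 0.39. *SFB2* was lower in Δ*gcn2* than in WT (adjusted p = 0.025), a call lost in 4 of the other ways of processing, and *PMT3* did not pass that test (adjusted p = 0.51). The 35 genes with UPRE-1 only had a mean of 0.38 ± 0.10 in Δ*gcn2* and 0.25 ± 0.15 in Δ*gcn4*, against 0.58 ± 0.086 in WT, and 18 and 14 of them were higher after DTT in the mutants. The 11 genes with UPRE-1 and UPRE-2 had means of −0.17 ± 0.042 and −0.54 ± 0.13, and 4 and 8 of them were lower after DTT. The z statistic of the genes with UPRE-1 was 3.86 in Δ*gcn2* (one-sided p = 5.6e-05, n = 48 genes) and 2.93 in Δ*gcn4* (one-sided p = 0.0017). In Δ*gcn2* it was 2.10 for UPRE-2 (one-sided p = 0.018, n = 93 genes) and 1.77 for UPRE-3 (one-sided p = 0.039, n = 17 genes), and in Δ*gcn4* it was −1.36 and −0.0034. This statistic takes genes as independent replicates.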

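Outside the UPRE runs, *COS4*, a member of a family of subtelomeric genes, had a log2 ratio of 4.90 ± 0.70 (SD, n = 3 arrays) in Δ*gcn4* and 5.35 ± 0.12 in Δ*gcn2*. *KAR2* stood at 1.69 ± 0.13 in Δ*gcn4* and 1.82 ± 0.0042 in Δ*gcn2*, and did not pass the test for a difference from WT (adjusted p = 0.40 and 0.56). *KAR2* is no example of a gene without a UPRE, since UPRE-1 was defined in its promoter. *DER1*, of ER-associated degradation, stood at 1.74 ± 0.079 and 1.71 ± 0.056, and *JEM1*, of ER folding, at 1.51 ± 0.089 and 1.89 ± 0.27. *INO1*, which encodes inositol phosphate synthase, stood at 1.59 ± 0.13 and 2.64 ± 0.28. The 371 targets outside the runs had a mean of 0.62 ± 0.093 in Δ*gcn4* and 0.80 ± 0.068 in Δ*gcn2*. Of these, 300 were higher after DTT in Δ*gcn4* and 307 in Δ*gcn2*, and 1 and 6 were lower. They stand in for the study's genes without a UPRE, whose list is not given. With the 139 genes of the runs among the study's 381 targets, a large part of the 371 must lie outside that set.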

As a population, these genes are not significantly less upregulated in the mutants than in the WT. It would appear that the UPREs identified to date define a special subset of UPR target genes that are responsive not only to *IRE1* and *HAC1* but that are particularly sensitive to the *GCN4*/*GCN2* branch of the pathway.

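Taken as a population, the 371 targets outside the runs had a mean difference from WT of −0.10 in Δ*gcn4* and 0.079 in Δ*gcn2* (exact permutation test on array means, p = 0.40 and 0.30, 20 splits each, which does not show that they were alike). In Δ*gcn2* their mean was above that of WT in each of the 3 pairs of arrays with the same replicate number. Gene by gene, 7 were lower and 2 higher in Δ*gcn4* than in WT (5 lower when adjusted over the set alone), and 26 were lower and 54 higher in Δ*gcn2* (28 and 64 when adjusted over the set alone). *OPI3* and *TRK2* were among those higher in Δ*gcn2*, by 0.78 (adjusted p = 0.0076) and 0.74 (adjusted p = 0.0074), and both lost the call when the arrays were scaled to one spread. In Δ*gcn4* the same genes differed by 0.32 (adjusted p = 0.37) and 0.13 (adjusted p = 0.76). After centering and scaling, with the target set chosen again, 4 targets of the whole set were higher in Δ*gcn2* than in WT and 82 lower. *BIR1* did not pass the test in either mutant (adjusted p = 0.60 and 0.13). Selection of these genes on their values in WT favors high values there, and thus lower ones in any other strain.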

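*SEC59*, with UPRE-2, and *DER1*, outside the runs, show the contrast. *SEC59* was lower than in WT by −1.06 (standard error 0.14, adjusted p = 2.6e-04) in Δ*gcn4* and by −0.97 (standard error 0.14, adjusted p = 6.0e-04) in Δ*gcn2*. *DER1* differed by 0.18 (standard error 0.14, adjusted p = 0.58) and 0.14 (standard error 0.14, adjusted p = 0.51). *SEC59* is one of the strongest members of its list and was named for that. On each array, the mean of the 89 targets in the runs minus that of the 371 others was 0.33 ± 0.035 (SD, n = 3 arrays) in WT, −0.51 ± 0.048 in Δ*gcn4*, and −0.43 ± 0.036 in Δ*gcn2*. WT lay apart from the 6 arrays of the mutants (exact permutation test with both mutants pooled and without pairing, p = 0.0119, the smallest possible). Of the 89 targets in the runs, 67 were lower in Δ*gcn4* than in WT and 55 in Δ*gcn2*. The association of a UPRE with a lower response, within the target set, had p = 1.1e-52 in Δ*gcn4* and p = 6.4e-28 in Δ*gcn2* by Fisher's exact test, which takes genes as independent. A set test within the targets that estimates the correlation between genes gave p = 3.2e-04 and p = 0.0017. Of the 117 genes on the arrays that were lower in Δ*gcn4* than in WT, 91 lie in the UPRE runs, as do all of the 10 largest falls, and none of the 10 largest rises. Of the 376 that were lower in Δ*gcn2*, 75 do (19.9%).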

Overall, in both Δ*gcn4* and Δ*gcn2* mutants, the pattern of gene regulation during the UPR is similar to that in the Δ*ire1* mutant: Mean fold changes of UPRE-containing target genes are lower in these mutants than in the WT. 

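The UPRE genes that were lower than in WT were largely shared by the mutants. *SEC62*, *PMT2*, and *HRD1*, each with UPRE-2, were lower in Δ*ire1*, Δ*gcn4*, and Δ*gcn2*. *SEC62* stood at 0.67 ± 0.038 (SD, n = 3 arrays) in WT and −0.42 ± 0.072 in Δ*gcn4*, and *HRD1* at 1.66 ± 0.34 and 0.38 ± 0.15. In all, 69 UPRE genes were lower in both Δ*gcn4* and Δ*gcn2*, of 91 lower in Δ*gcn4* and 75 in Δ*gcn2*. Since most of the 139 UPRE genes were lower in each, independent lists within the group would share many genes too. An expected overlap within the group was not computed. Over the arrays as a whole, 83 genes were lower in both, against 7.30 for independent lists, and 69 of the 83 are these UPRE genes. Both differences share the arrays of WT, which by itself makes them move together, and the 3 arrays of WT are too few to be split between them. The correlation of the 2 differences over genes was 0.58 and their covariance 0.061, against means of 0.50 and 0.015 in 100 simulations with shared WT arrays and no difference between strains, which did not keep the pairing of WT and Δ*gcn2* arrays.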

We conclude that *GCN4* and *GCN2* play a broad role in the UPR, contributing significantly to the upregulation of a large subset of UPR target genes.

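*HRD1*, *SEC61*, and *MCD4* are targets in the UPRE runs whose products act in ER-associated degradation, translocation, and the making of GPI anchors. Their log2 ratios were lower in Δ*gcn2* than in WT, by −0.96 (standard error 0.20, adjusted p = 0.0064), −0.81 (standard error 0.19, adjusted p = 0.012), and −0.77 (standard error 0.15, adjusted p = 0.0042). The call for *SEC61* was lost without the third Δ*gcn2* array, and *SEC61* and *MCD4* did not pass the test in Δ*gcn4* (adjusted p = 0.053 and 0.13). Of the 460 targets, 74 were lower in Δ*gcn4* than in WT and 2 higher (114 and 8 when adjusted over the set alone). In Δ*gcn2*, 81 were lower and 54 higher (93 and 65 when adjusted over the set alone), and 58 were lower in both mutants. After centering and scaling to one spread, with the set chosen again, 82 were lower and 4 higher in Δ*gcn2*. The set was chosen on these samples, so the counts over the set alone are not independent evidence. Its mean was 0.52 ± 0.099 in Δ*gcn4* and 0.72 ± 0.071 in Δ*gcn2*, against 0.79 ± 0.11 in WT (exact permutation test, p = 0.10, the smallest that 20 splits allow, and p = 0.50, without pairing). In each of the 3 pairs of arrays of WT and Δ*gcn2* with the same replicate number it was lower in Δ*gcn2*. Of the 133 genes of the secretory pathway, a list that does not rest on these arrays, 24 were lower in Δ*gcn4* than in WT (34 when adjusted over the list alone). All 24 lie among the 31 that are in the UPRE runs. In Δ*gcn2*, 26 were lower and 11 higher (26 and 15 when adjusted over the list alone). Over all genes, 52 were higher and 117 lower in Δ*gcn4* than in WT, and 657 and 376 in Δ*gcn2*. After centering, the numbers were 56 and 115 in Δ*gcn4* and 531 and 461 in Δ*gcn2*, and after scaling as well 41 and 104, and 279 and 251. Without the third Δ*gcn2* array, the 1033 genes that differed in Δ*gcn2* became 439. The arrays of WT and Δ*gcn2* with the same replicate number varied together. A fit of these 6 arrays alone gave 846 genes higher and 493 lower in Δ*gcn2*, and with the replicate number as a block as well 1839 and 1192. From the lower mean fold changes of the UPRE-containing targets in both mutants and their likeness to Δ*ire1*, the paper concludes that *GCN4* and *GCN2* contribute to the upregulation of a large subset of UPR targets. It also reports reporter assays, in which none of the 3 UPREs drove a response to ER stress in Δ*gcn4* or Δ*gcn2*.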

### Gcn4p Is Upregulated in Response to ER Stress

Given the requirement for *GCN4* in UPR-dependent transcription, and in particular the observation that Gcn4p appears to be limiting for the magnitude of the transcriptional response (Figure 3A), we asked next whether Gcn4p levels would be subject to posttranscriptional regulation under conditions of ER stress. We discounted the possibility that *GCN4* would be regulated at the transcriptional level, as our previous studies showed that *GCN4* mRNA levels are unchanged over the course of the UPR (Travers et al. 2000).

We constructed strains expressing a C-terminally myc-epitope-tagged allele of Gcn4p, which complements the slow growth phenotype of a Δ*gcn4* mutant and is inducible by amino acid starvation resulting from 3-AT treatment (Figure 4A, “Gcn4p” lanes, compare “wt, +3-AT” to “wt, 0 min”). Over a time course of UPR induction, Gcn4p-myc levels exhibited a transient increase of 2.5-fold, peaking after 15 min and gradually decaying to uninduced levels after 60–120 min (Figure 4A, “WT” lanes; quantitated in Figure 4B). This temporary increase in Gcn4p was not observed in UPR-deficient mutants: neither Δ*ire1* nor Δ*hac1* mutants exhibited increased levels of Gcn4p over the time course of UPR induction.

**Figure 4:**
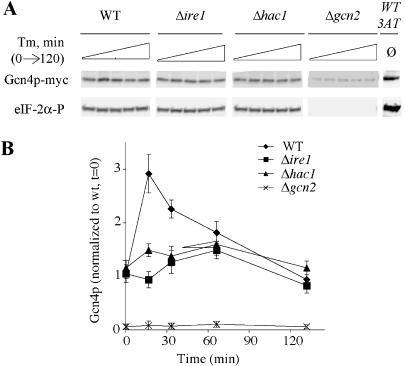
Gcn4p Protein Levels Are Upregulated during the UPR (A) Gcn4p levels, but not eIF-2α phosphorylation, rise under ER stress in a UPR-dependent manner. Cells bearing a C-terminally *myc*-tagged allele of *GCN4* were treated with Tm for 0, 15, 30, 60, or 120 min. Western blots probed with anti-myc recognizing Gcn4p-myc (top panels) or phospho-specific anti-eIF-2α antibody (bottom panel). Gcn4p blot for the Δ*gcn2* mutant is 5x overexposed so that the bands are visible. (B) Quantitation of the Gcn4p-myc protein levels in Figure 4A. Data reflect an average of four experiments, normalized against Gcn4p levels in the WT *t* = 0 samples.

In the context of other stress responses (e.g., amino acid starvation), Gcn4p levels are regulated via phosphorylation of eIF-2α by Gcn2p (Dever et al. 1993; Hinnebusch 1993; Diallinas and Thireos 1994). Because *GCN2* is required for induction of UPR-dependent transcription, we asked whether *GCN2* was required for the rise in Gcn4p levels we observed during Tm treatment. Basal levels of Gcn4p are low in a Δ*gcn2* strain (less than 10% of WT), as previously reported (Hinnebusch 1993; Tavernarakis and Thireos 1996). We observed no increase in Gcn4p levels during the time course in this mutant (Figure 4B).

These data are consistent with two possibilities: first, that Gcn2p is responsible for both basal levels of Gcn4p and its induction upon ER stress; or second, that Gcn2p is responsible only for maintaining basal levels of Gcn4p, while another pathway mediated by Ire1p/Hac1p further elevates Gcn4p levels during the UPR. If Gcn2p is responsible for upregulation of Gcn4p during the UPR, we should observe a concomitant increase in the level of eIF-2α phosphorylation. We did not observe such an increase (Figure 4A, “eIF-2α-P” lanes), which is consistent with the idea that Gcn2p's role in the UPR is primarily to maintain basal levels of Gcn4p, not to upregulate Gcn4p via increased eIF-2α phosphorylation. Other workers have observed a transient increase in phospho-eIF-2α under Tm treatment (Cherkasova and Hinnebusch 2003). It is possible that strain differences or the significantly greater doses of Tm used in the previous study (4 and 20 μg/ml versus our 1 μg/ml) explain this disparity. Consistent with our findings, Cherkasova and Hinnebusch (2003) predict derepression of *GCN4* by ER stress mediated by increased phospho-eIF-2α. Here, we observe increased Gcn4p levels under ER stress conditions even when phospho-eIF-2α levels are not detectably altered.

### Epistasis of *HAC1* and *GCN4*

*GCN4* plays an essential role in the UPR, with a knockout phenotype closely resembling that of Δ*ire1* and Δ*hac1:* the absence of any of these genes prevents transcriptional activation by ER stress. This observation could be a consequence of one of several different mechanisms: Gcn4p might act upstream or downstream of Hac1p in the same linear pathway, or act in a parallel pathway that converges at target promoters. Two lines of evidence from data already introduced argue that Gcn4p does not act upstream of Hac1p. First, *GCN4* overexpression is sufficient to activate transcription from UPRE-2 in a Δ*hac1* mutant (see Figure 3A), indicating that Gcn4p's influence on target promoters can occur by a Hac1p-independent mechanism. Second, the transient upregulation of Gcn4p levels observed under ER stress is absent in the Δ*hac1* mutant (see Figure 4A), indicating that Hac1p levels determine Gcn4p levels.

Further evidence that Gcn4p does not act upstream of Hac1p is provided by the observation that expression of Hac1p cannot activate transcription in a Δ*gcn4* mutant (Figure 5). In a WT cell, expression of Hac1p produced from a *HAC1* gene lacking the intron is sufficient to activate transcription from the UPRE-1 (Cox and Walter 1996; Figure 5, “UPRE-1” columns). Constitutive expression of Hac1p is also sufficient to activate UPRE-2, and to a lesser extent UPRE-3, in the absence of ER stress (Figure 5, “WT, +Hac1p” columns) and in the absence of Ire1p (Figure 5, “Δ*ire1*, +Hac1p” columns). In the absence of *GCN4,* however, the constitutive expression of Hac1p does not activate transcription from any of the three reporter constructs (Figure 5, “Δ*gcn4,* +Hac1p” columns), suggesting that Hac1p's function at promoters containing any one of the three UPREs requires the presence of Gcn4p. Thus, Gcn4p must act at the same point as or downstream of Hac1p. Following the same line of reasoning, for UPRE-1 and UPRE-3, *GCN4* overexpression alone is insufficient to activate transcription in the absence of *HAC1* (e.g., see Figure 3A, Δ*hac1* mutants), indicating that at UPRE-containing promoters Hac1p must act at the same point as or downstream of Gcn4p. Thus, the observations enumerated here are consistent with the interpretation that Gcn4p and Hac1p act together at target gene promoters.

**Figure 5:**
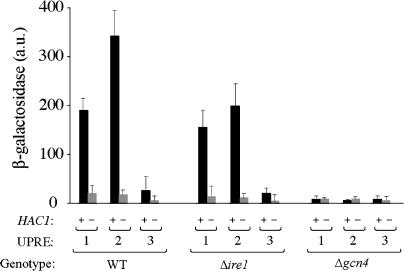
*GCN4* Acts with or Downstream of *HAC1* UPRE reporter activity as a function of Hac1p expression and UPR pathway genes. To express Hac1p in the absence of ER stress, we used an intron-less allele of *HAC1,* which is constitutively translated.

### A Gcn4p/Hac1p Complex Binds Both the UPRE-1 and UPRE-2

To explore this possibility directly, we performed gel-retardation assays with the UPRE-1-containing segment of the *KAR2* promoter (oligo 1), used in previous experiments demonstrating direct binding of Hac1p to UPRE-1 (Cox and Walter 1996), and the UPRE-2-containing segment of the *ERO1* promoter (oligo 2). ^32^P-labeled oligonucleotides were incubated with cell extracts and subjected to native (nondenaturing) polyacrylamide gel electrophoresis, and visualized by autoradiography (Figure 6).

**Figure 6:**
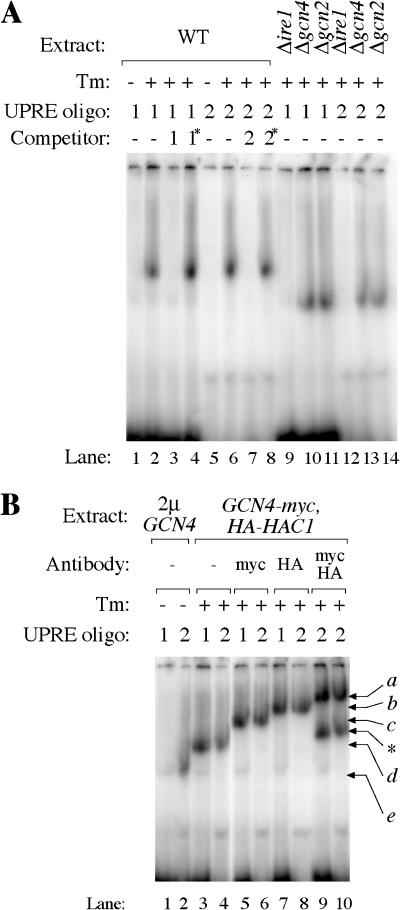
Hac1p and Gcn4p Directly Interact with UPRE-1 and UPRE-2 ^32^P-labeled oligos bearing either UPRE-1 or UPRE-2 promoter were incubated with crude cell extracts, and subjected to nondenaturing polyacrylamide gel electrophoresis. (A) Extract: Samples were of the WT, or bore deletions in *IRE1*Δ*ire1), GCN4 (*Δ*gcn4),* or *GCN2 (*Δ*gcn2),* and were treated with Tm (+) or mock treated (−). Labeled oligos contained either UPRE-1 (1) or UPRE-2 (2). Binding reactions were incubated with no unlabeled competitor (−) or with 100x excess of unlabeled WT UPRE-1 (1), an inactive mutant version of UPRE-1 (1*), UPRE-2 (2), or an inactive mutant version of UPRE-2 (2*). (B) Extract: Samples from a strain overexpressing *GCN4* (2μ-*GCN4;* lanes 1 and 2) or from a strain expressing myc-tagged Gcn4p and HA-tagged Hac1p *(GCN4-myc* and *HA-HAC1).* Binding reactions were incubated with no antibody (−), anti-myc recognizing Gcn4p-myc (myc), anti-HA recognizing HA-Hac1p (HA), or both antibodies simultaneously (myc/HA). Bands represent the following: *a,* Gcn4p + Hac1p + anti-myc + anti-HA; *b,* Gcn4p + Hac1p + anti-HA; *c,* Gcn4p + Hac1p + anti-myc; *d,* Gcn4p + Hac1p; *e,* Gcn4p. *, an unidentified band that appears only when extracts include both Gcn4-myc and HA-Hac1p and when both antibodies are included in the binding reaction.

As previously observed, oligo 1's mobility was retarded when incubated with crude extracts from UPR-induced cells, but not extracts from untreated cells (Figure 6A; compare lane 2 to lane 1). Likewise, oligo 2 was specifically shifted by extracts from UPR-induced cells (compare lane 6 to lane 5). The binding activity is specific: for both oligos, the mobility shift was competed out by 100-fold excess of an unlabeled identical sequence (lanes 3 and 7) but not by a transcriptionally inactive point mutant of the same sequence (lanes 4 and 8). The binding activity is dependent on an intact UPR. No gel retardation was observed for either sequence in an Δ*ire1* mutant (lanes 9 and 12), in which Hac1p cannot be synthesized. Likewise, in both Δ*gcn4* and Δ*gcn2* mutants, the binding activity observed in WT cells was absent. In both Δ*gcn4* and Δ*gcn2* mutants, however, a faster migrating complex appeared, which likely represents Hac1p alone binding the oligos (lanes 10, 11, 13, and 14).

To demonstrate Gcn4p and Hac1p binding conclusively, we performed supershift analyses of the WT complex by addition of antibodies to either protein. We constructed a strain expressing both HA-epitope-tagged Hac1p and myc-tagged Gcn4p. Extracts from Tm-treated cells were incubated with antibodies against either or both tagged proteins. Antibodies recognizing either the tagged Gcn4p-myc (Figure 6B, lanes 5 and 6) or HA-Hac1p (lanes 7 and 8) supershifted the bound complex to different extents (compare lanes 7 and 8 to lanes 3 and 4). Hence, both Gcn4p and Hac1p can bind to sequences containing UPRE-1 and UPRE-2. Addition of both antibodies to the same binding reaction resulted in an ultrashifted band, migrating more slowly than the bands in either of the single antibody reactions (lanes 9 and 10). If Hac1p and Gcn4p bound DNA in distinct, separate complexes, we would expect to see two bands of identical mobility to those seen in lanes 5–8. We conclude that the mobility-shifted complex observed in UPR-induced WT cells therefore must contain both transcription factors, since no ultrashift would occur if the proteins were bound to separate complexes, and that Hac1p and Gcn4p act together at the same location to activate transcription upon UPR induction. (Similar gel-shift experiments performed with an oligonucleotide representative of UPRE-3 failed, indicating that transcription factor binding may be of reduced affinity at this sequence. This interpretation is consistent with the overall lower activity of the UPRE-3 reporter constructs (see Figure 2A).

Further evidence that Gcn4p can bind UPRE-2 is provided by the observation that overexpression of *GCN4* alone in an otherwise WT cell, in the absence of ER stress, resulted in a mobility shift for oligo 2 (Figure 6B, lane 2). This complex migrated faster than the WT complex (e.g., Figure 6B, lane 4). Because the extract was made from untreated cells, no Hac1p was present, indicating that the complex contains Gcn4p alone. The *GCN4*-dependent shift is not observed for oligo 1, consistent with observations above that Gcn4p overproduction is sufficient to activate transcription of a UPRE-2 reporter but not a UPRE-1 reporter (see Figure 3A). Reciprocally, Hac1p is present in the Δ*gcn4* and Δ*gcn2* mutants, but Gcn4p is absent; it therefore seems likely that the faster migrating bands in Δ*gcn4*/Δ*gcn2* mutants (Figure 6A, lanes 10, 11, 13, and 14) represent oligonucleotides bound to Hac1p alone.

## Discussion

### Identification of Novel UASs

Beginning only with the set of genes induced by the UPR and the promoter sequences of all genes in the genome, we computationally identified candidate motifs that obeyed the statistical properties we would expect of regulatory sequences, i.e., high frequency in UPR target promoters, and enrichment in the target promoters relative to the rest of the promoters in the genome. Two of these motifs, UPRE-2 and UPRE-3, are both necessary and sufficient to confer ER stress responsiveness in an *IRE1*- and *HAC1*-dependent manner on promoters which contain them. These novel sequences are activated under the same conditions as UPRE-1. Functional non-synonymy of these sequences, however, is illustrated by the activation of UPRE-2 by *GCN4* overexpression alone, a condition under which UPRE-1 and UPRE-3 are silent, and by the quantitative difference with which the motifs respond to UPR activation (UPRE-2 > UPRE-1 > UPRE-3). Although the two new UPRE sequences look at first glance entirely different from the well-characterized UPRE-1, one of them may share “half-site” similarity: UPRE-2 has a three base identity with UPRE-1 at the 3′ end (TACGTG versus CAGNGTG); whether these bases make equivalent contacts with the bound transcription factors remains to be determined. Taken together, the sequence diversity of the motifs conferring similar transcriptional control upon binding of the same transcriptional activators illustrates the difficulty of predicting biological regulation from promoter sequences alone, even if binding sites in one context are well defined experimentally.

The identification of these novel sequences allows a greater proportion of UPR target gene regulation to be explained within the paradigm of modular transcriptional control, i.e., in which a “portable” sequence module (a UAS) located within a promoter confers pathway responsiveness on the gene in question. The two novel motifs described triple the number of target genes whose regulation can be described in terms of a modular control mechanism, thus adding significantly to the repertoire of *cis*-acting elements known to act in the UPR.

And yet, the resulting description of UPR transcription remains incomplete, as approximately 50% of the target genes still lack a recognizable UPREs. It may be that more biologically active motifs exist among the 109 motifs that emerged from the overrepresentation analysis, as many of the untested motifs are overrepresented relative to chance in the UPR target set by many orders of magnitude. For the eight motifs tested, we tested whether a motif was necessary for promoter induction only if it had already been shown to be sufficient in the artificial promoter system. Because of this experimental approach, it remains possible that some motifs not found to be sufficient are dependent for their activity on some contextual parameter (e.g., particular nearby flanking sequences). Thus it may be that some UPREs are not generally portable to other contexts, but are nonetheless necessary for UPR responsiveness of the native promoters in which they reside. Also, particularly rare motifs would have been omitted from the dictionary; thus, it is possible that complementary computational approaches might allow detection of uncommon motifs that this analysis missed. Finally, some UASs may remain ultimately undiscoverable within the paradigm of modular regulation. Motifs that are particularly sensitive to chromatin structure or position relative to the transcription initiation site would not be detected by an approach that neglected these parameters.

It might be argued that the approach here enjoys no relative advantage over testing random oligonucleotides from UPR promoters. If every sequence from each target promoter were to be tested for activity, it is possible that additional elements not revealed by the bioinformatic approach would be discovered. For example, the residual upregulation of *ERO1* after removal of UPRE-2 (see Figure 2B) suggests that at least one cryptic element exists in that promoter. On the other hand, the *DHH1* promoter shows no residual upregulation after removal of UPRE-3 (see Figure 2C). If the average number of sites (candidate plus cryptic) per promoter is similar (1–2) throughout the target gene set, our computational approach represents a highly efficient means of identifying a subset of regulatory motifs. On the other hand, if the average is significantly higher, it is possible that testing random subsequences of target promoters would also be efficient. From the small number of promoters we studied in depth, it is not possible to calculate a meaningful upper bound for the average number of undiscovered regulatory sites per promoter. Nonetheless, within the sample size of our study, the yield of active regulatory sites per candidate tested (two of eight) is much higher than any reasonable a priori estimate of the density of regulatory elements in the UPR target promoters.

One indication of a possible shortcoming of our computational approach is the finding that the probabilistic segmentation did not return the classical UPRE-1 as a significant “word,” i.e., the approach failed to generate a comprehensive list of all known active UPREs. The absence of UPRE-1 from the dictionary indicates that no sequence matching the experimentally defined degenerate consensus CAGNGTG is intrinsically overrepresented in the target promoters, i.e., this motif does not occur in the “text” of target gene promoters with a higher frequency than that with which its component subsequences would appear together by chance. Neither is this sequence overrepresented in the target promoter set relative to the promoters of the nontarget genes. The motif CAGNGTG has an overrepresentation score −log_10_ *P* of 0.37, far beneath the enrichment of any of the 109 motifs assembled from dictionary words (see Figure 1A). Hence, among genes that possess a UPRE-1 in their promoters, there are more instances of unresponsiveness to the UPR than instances of regulation, even though UPRE-1 has been experimentally demonstrated to be necessary and sufficient for upregulation in response to ER stress.

A plausible resolution to this paradox may be that the UPRE-1 is heavily dependent on context. The experiments that defined the key core nucleotides proceeded by single point mutation at each position while holding constant the identity of all other nucleotides from the source 22-bp stretch of the *KAR2* promoter; thus the seven-nucleotide “core sequence” may only specify those bases which are necessary for activity, but not define a module which is generally functional outside its original context of flanking sequence. If this were the case, we would not expect to recover UPRE-1 in a bioinformatic analysis of all target genes. Indeed, alignment of the *KAR2* promoter from S. cerevisiae and three related budding yeasts reveals that UPRE-1 lies in the middle of a highly conserved 21-bp sequence which is 100% identical across three of the species (Figure 7A). This conserved stretch may represent a context that is essential for the transcriptional function of the core sequence. We speculate that recognition of the extended context may be performed by Hac1p without the collaboration of Gcn4p, as suggested by the observation that promoters which contain a UPRE are more dependent on *GCN4*/*GCN2* than are those genes in which a short modular UAS has not been identified (see Figure 3C, histograms *o* and *p*).

**Figure 7:**
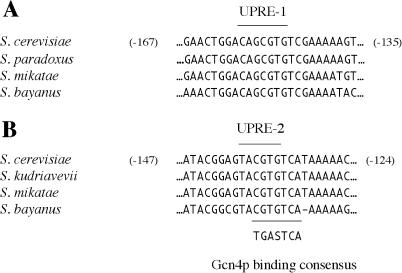
Multiple Alignment of UPRE-1 and UPRE-2 from Three Budding Yeasts Alignment of partial promoter sequences from S. cerevisiae and homologous sequences in related yeasts. Numerical coordinates reflect the distance from the first nucleotide of the initiation codon in the S. cerevisiae promoter. (A) A segment of the *KAR2/YJL034W* promoter and homologs. The core sequence of UPRE-1 is indicated. (B) A segment of the *ERO1*/*YML130C* promoter and homologs. The core sequence of UPRE-2 is indicated (above). The consensus binding site of Gcn4p is aligned (below).

Despite these qualifications, the approach has successfully uncovered novel information about how the UPR is regulated. The appealing aspect of the strategy described here is that such studies are not limited to the UPR but can be generally employed in the study of any transcriptional response in any organism for which promoter sequences for all genes are known and in which the comprehensive genomic output of the response can be measured by expression profiling. The sole requirement of the probabilistic segmentation/overrepresentation computations is that a partition of the genome (into “target genes” and “nontarget genes”) be made on the basis of some meaningful difference in expression levels under the conditions of interest; the analysis thereafter proceeds by comparing the distribution of candidate motifs in the target gene set and the remainder of the genome. Further refinement of the mathematical tools therefore promises to be of invaluable help in our quest for a comprehensive understanding of the logic and complex interactions of transcriptional programs in eukaryotic cells.

### *GCN4* Is an Essential Transcription Factor of the UPR

The overexpression screen for activators of UPRE-2 revealed a role for the transcription factor Gcn4p, which we show to be required not only for activity of UPRE-2 but for all three known UPREs. Gcn4p and its upstream activator Gcn2p thus join Ire1p, Hac1p, and Rlg1p in the list of essential players in the yeast UPR.

*GCN4* encodes a well-characterized transcription factor acting in several distinct stress responses including amino acid starvation, glucose limitation, and ultraviolet irradiation (Hinnebusch 1997; Yang et al. 2000; Natarajan et al. 2001; Stitzel et al. 2001), but has not previously been demonstrated to play any role in the UPR. Here, we demonstrate that *GCN4* is required for normal induction of UPR transcription, both in the context of artificial promoters containing any of the known UPREs and in the context of the native promoters of most target genes. *GCN2,* a gene implicated in regulating *GCN4* in other stress responses, is similarly required for a normal UPR, perhaps because *GCN2* function is required to maintain the basal level of Gcn4p in a cell even under normal growth conditions.

Our gel-mobility shift studies demonstrate a direct physical association between Hac1p and Gcn4p and the sequence motifs UPRE-1 and UPRE-2. Gcn4p and Hac1p are bZIP proteins, a family whose members bind DNA as dimers (Ransone et al. 1993; Hsu et al. 1994). It therefore seems likely that Gcn4p and Hac1p stimulate transcription by binding promoter DNA as a heterodimer, although we cannot rule out higher order complexes.

The promoter sequences UPRE-1 and UPRE-2 have identical genetic requirements for activation, but their behavior in response to genetic perturbations is not strictly identical. UPRE-2 can be activated by high levels of *GCN4* alone (see Figure 3A), but UPRE-1 cannot. This can be explained by the binding studies, which demonstrate that UPRE-2 (but not UPRE-1) can bind Gcn4p in the absence of Hac1p (see Figure 6B, lanes 1 and 2); indeed, Gcn4p is known to bind DNA as a monomer as well as a dimer (Cranz et al. 2004) and can bind DNA sequences containing even a consensus half-site (Hollenbeck and Oakley 2000).

The basis for this differential affinity for Gcn4p is strongly suggested by a refined consensus sequence for UPRE-2, and is illustrated by multiple species alignment of the *ERO1* promoter (Figure 7B). We searched for examples of UPRE-2 core sequences that were conserved in UPR target genes across five yeast species, and extracted core and flanking sequences to derive a generalized consensus (see Materials and Methods). The resulting consensus was revealed to be T(C/T)ACGTGT(C/T)(A/C), which differs from the experimentally established UPRE-1 consensus by two nucleotides essential for activity in the *KAR2* promoter context. The conserved extended context of UPRE-2 in this promoter aligns with a consensus binding site for Gcn4p defined by computational analysis of the set of promoters that bind Gcn4p in a genome-wide chromatin immunoprecipitation assay (analysis by W. Wang and H. Li, unpublished data; chromatin immunoprecipitations in Lee et al. 2002b). Comparison of multiple alignments of the extended contexts of UPRE-1 and UPRE-2 in the *KAR2* and *ERO1* promoters (compare Figure 7A and 7B) reveals that the two sequence contexts share a six-nucleotide segment, CGTGTC. The match between UPRE-2 and the Gcn4p consensus is imperfect (five of seven positions), suggesting that the association with Gcn4p and UPR promoters is not identical to the binding of Gcn4p to its “classical” amino acid starvation targets. Rather, these observations suggest that the proposed Gcn4p/Hac1p heterodimeric complex binds to a composite site, of which UPRE-1 and UPRE-2 represent different forms with stronger relative affinities to Hac1p and Gcn4p, respectively. Such a model would explain the residual upregulation of UPRE-1-containing genes in a Δ*gcn2* mutant (see Figure 3C, histogram *j*), which retains some expression of Gcn4p. In the absence of Hac1p but in the presence of high concentrations of Gcn4p (e.g., when *GCN4* is overexpressed), Gcn4p can bind the UPRE-2 on its own, either as a homodimer or a monomer.

### Upregulation of Gcn4p by ER Stress

The transient upregulation of Gcn4p levels, which we observe upon UPR induction, may therefore serve to increase the transcriptional output of the response, especially early in the response. Most UPR target genes are robustly induced after 15 min of ER stress (Travers et al. 2000); hence, the increase in Gcn4p levels occurs at a time suggestive of a role in the initial response.

Gcn4p itself mediates a broad transcriptional program in response to a diverse set of cellular conditions and stresses (Natarajan et al. 2001). The recruitment of Gcn4p therefore provides an opportunity for crosstalk between regulatory pathways and fine-tuning of the magnitude of the UPR. For example, under amino acid starvation, Gcn4p levels are high relative to the baseline of normal growth. In this state, cells with accumulated unfolded ER protein might wish to upregulate ER-associated protein degradation (one output of the UPR; Casagrande et al. 2000; Friedlander et al. 2000; Travers et al. 2000) beyond the level normally provided by the UPR. Such a mechanism might provide for an additional source of amino acids through protein catabolism. Elevated Gcn4p levels and the concomitant increased induction of UPR target genes would serve this need. This view raises the possibility that those genes that most stringently require *GCN4* for normal UPR induction are those that are most urgently required by the cell under specific conditions, under which UPR is induced *and* Gcn4p levels are high for reasons unrelated to ER stress. The relationship between the cellular stress responses that regulate Gcn4p and the potentiation of UPR transcription will therefore be an important subject for future study.

The mechanism by which *IRE1* and *HAC1* mediate the transient increase in Gcn4p remains to be elucidated. Given that Hac1p and Gcn4p are observed in the same complex with DNA, one intriguing possibility is that association with Hac1p serves to stabilize Gcn4p.

### *GCN4* and the Super-UPR: Two Ways to Modulate the UPR

We propose a model of UPR transcriptional activation that is illustrated in Figure 8. According to the circuit diagram in Figure 8A, *HAC1* mRNA splicing retains its role as the “switch” that turns the UPR on or off. Gcn4p, whose levels appear to be limiting for the extent of gene regulation, would therefore play a role in setting the “gain” or “volume” of the response, perhaps allowing communication from other stress response pathways in the cell. Such a gain control could serve as an adjunct to the “Super-UPR” (S-UPR) gain control described in the accompanying paper (Leber et al. 2004), whereby an *IRE1-*independent ER surveillance mechanism regulates the transcription of the *HAC1* mRNA in response to compound stresses on the secretory pathway. S-UPR induction proceeds unimpaired in Δ*gcn4* cells, indicating that the S-UPR is mechanistically distinct from the regulation described here (Leber et al. 2004). Whereas the S-UPR monitors conditions of the ER, the *GCN4* branch would integrate information gleaned from the cytosol. Both of these gain controls have the potential to act not only as modulators of the magnitude of the response but also as a tuning dial: UPR targets respond differentially to increased level of *HAC1* during the S-UPR (see the Class 1, 2, and 3 genes in Figure 6 of Leber et al. [2004]). Likewise, different UPR targets exhibit differential dependence on Gcn4p, as is apparent from the variable upregulation of UPR targets in Δ*gcn4* and Δ*gcn2* mutants (see Figure 3C). 

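UPR targets ranged widely in how far their response to DTT in Δ*gcn4* fell short of that in WT. *POF1* and *KEG1*, each with UPRE-2 and UPRE-3, differed from WT by −1.67 (standard error 0.19, adjusted p = 1.4e-04) and −1.66 (standard error 0.16, adjusted p = 1.9e-05). *DFM1*, with UPRE-2, differed by −0.69 (standard error 0.15, adjusted p = 0.014, lost in 3 of the other ways of processing), and *PUF4*, outside the runs, by 0.54 (standard error 0.16, adjusted p = 0.11). In Δ*gcn2*, *POF1* differed from WT by −1.74 and *ERJ5*, with UPRE-1 and UPRE-2, by −1.47, whereas *COS4* was higher by 1.26 (adjusted p = 0.0035), a call lost when the arrays were scaled to one spread. The differences ran with the groups. The mean difference between Δ*gcn4* and WT was −1.44 for the 11 genes with UPRE-1 and UPRE-2, −0.95 for the 76 with UPRE-2 only, and −0.33 for the 35 with UPRE-1 only. The SD of the difference over genes was 0.45, 0.24, and 0.32 in these groups, against 0.26 over the 371 targets outside the runs and 0.45 over all 460 targets, and 67 of the 76 with UPRE-2 only were lower in Δ*gcn4* than in WT. Over the same 76 genes, the difference between Δ*gcn4* and WT changed by −0.054 for each unit of the response in WT, against −0.67 in Δ*ire1*, and over all 139 UPRE genes it changed by −0.18 (−0.21 to −0.12 over the 3 arrays of WT that set the response), against −0.70. For the genes with UPRE-2 only, an offset of equal size for each gene stays open. It could come from Gcn4p or from a shift of these elements in the deposited values. Some members of the groups did not pass the test in WT, which does not show that they did not rise. *DPM1*, with UPRE-1 and UPRE-2, had 0.28 ± 0.22 in WT (SD, n = 3 arrays) and stood at −1.41 ± 0.41 in Δ*gcn4*.

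**Figure D2:**
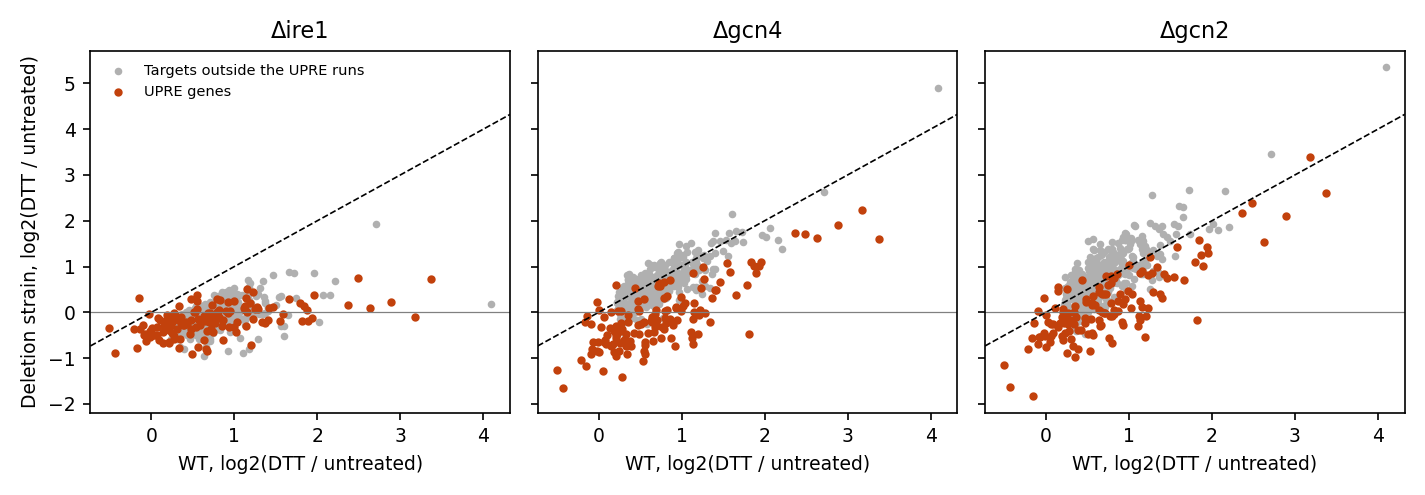
Mean log2 ratio of DTT-treated over untreated cells in WT (horizontal axis) and in Δ*ire1*, Δ*gcn4*, or Δ*gcn2* (vertical axis), one point per gene, with the UPRE genes in orange, the targets outside the UPRE runs in grey, and a dashed line at equal values. In Δ*gcn4* most UPRE genes lie below the line, and most of the other targets lie near it.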

The observations suggest that increased levels of Gcn4p might serve to differentially upregulate a subset of target genes.

**Figure 8:**
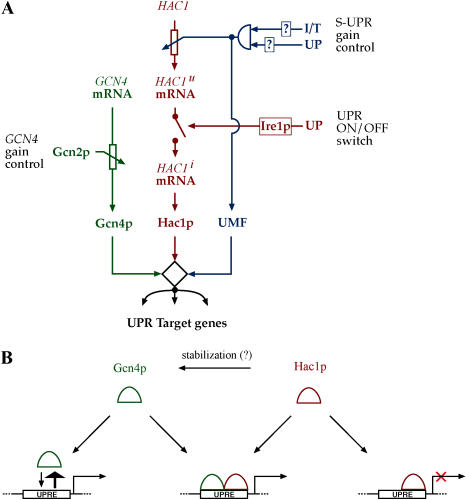
Model of Gcn4p/Hac1p Action in the UPR (A) The expanded circuitry of the UPR*.* The classical UPR (red), the S-UPR (blue), and regulated Gcn4p levels (green) are integrated at target promoters. Transcriptional regulation of *HAC1* mRNA levels, providing one level of gain control, is depicted as a rheostat under supervision of a logical AND gate informed by multiple inputs from the ER. Splicing of *HAC1* mRNA by Ire1p, providing a binary on/off control, is depicted by a switch. Regulation of Gcn4p levels by Gcn2p under changing cellular conditions adds an additional layer of gain control. Together, activity levels of Hac1p, Gcn4p, and the proposed UPR modulatory factor (Leber et al. 2004) collaborate to determine the magnitude of the transcriptional output signal. (B) Mechanism of Gcn4p/Hac1p action at target promoters. In the absence of Hac1p, Gcn4p is present in the cell as a consequence of baseline activity of Gcn2p. At normal concentrations, Gcn4p is unable to bind or activate a target UPRE, but it may bind when Gcn4p levels are elevated. Upon induction of the UPR, Ire1p is activated and Hac1 is synthesized. Hac1p can bind, but not activate, target UPREs. Binding of target DNA by a Gcn4p/Hac1p heterodimer results in a transcriptionally active complex. Gcn4p levels are upregulated under UPR induction, perhaps as a consequence of stabilization by interaction with Hac1p.

From a mechanistic standpoint, ER stress activates Ire1p, which, through nonconventional splicing, induces Hac1p production (Figure 8B). Hac1p can bind to the known UPREs, but by itself forms a protein–DNA complex that is not competent to upregulate transcription. Gcn4p, which is present at a basal level in cells under normal growth conditions as a result of baseline Gcn2p activity, is unable to bind UPREs in the absence of Hac1p. Gcn4p may bind some UPRE sequences, providing a weak bypass of Hac1p, when it is present at physiologically elevated levels. When Hac1p is produced, Gcn4p is recruited to the UPRE, presumably forming a more stable ternary complex containing promoter DNA, Gcn4p, and Hac1p, and transcription is induced. This ternary complex could be established serially, in which case an inactive Hac1p/UPRE complex would be recognized by Gcn4p, or by recognition of the UPRE by a preformed heterodimer of Gcn4p and Hac1p.

### Conservation between Yeast and Mammalian UPR

Advances in the understanding of the metazoan UPR system has been richly informed by the study of yeast. The elucidation of a role for Gcn4p in the yeast UPR allows us to draw even stronger parallels between the yeast and metazoan systems. In higher eukaryotes, the ER-resident transmembrane kinase PERK is activated by protein unfolding. PERK's cytosolic domain is homologous to Gcn2p and likewise phosphorylates eIF-2α, thereby downregulating general translation but also promoting the selective translation of mRNAs containing upstream ORFs in their 5′ UTR sequences. One of these mRNAs encodes ATF-4, a bZIP transcription factor that represents the metazoan ortholog of Gcn4p. Intriguingly, and in strict analogy to the joint action of Gcn4p and Hac1p proposed here, ATF-4 in metazoan cells collaborates with the Hac1p ortholog XBP-1 to stimulate UPR target gene transcription.

The analogies between the roles of Gcn4p/Hac1p/Gcn2p and ATF-4/XBP-1/PERK suggest that the function of these proteins has been amazingly conserved in the UPR, although the nature of the connections between pathway components may have been adapted over evolutionary time: Yeast does not have an identified PERK ortholog that feeds ER-derived information into the *GCN4* branch of the network. Another parallel concerns S-UPR regulation. In the accompanying paper, Leber et al. (2004) demonstrate that compound secretory stress upregulates *HAC1* mRNA. The mode of modulation of the UPR by the superimposed control of the S-UPR bears a resemblance to the known function of another metazoan transcription factor, ATF-6, which is activated by regulated proteolysis in response to ER stress and in turn upregulates XBP-1 transcription.

In comparison to the metazoan UPR, where multiple ER-resident proteins communicate in a seemingly parallel way with multiple downstream transcription factors, Ire1p and Hac1p remain the central players in the yeast UPR. *GCN4* and the S-UPR provide modulatory functions. Nonetheless, the addition to the repertoire of the yeast UPR effectors of an additional transcription factor (Gcn4p) and of a mechanism for transcriptional regulation of Hac1p (S-UPR; Leber et al. 2004) suggests that the UPR functions as a regulatory network, with its opportunities for crosstalk with other pathways and regulation by cellular state. But most importantly, both the central players and the connectivity of the circuits involved appear to be conserved among eukaryotes and evolutionarily ancient.

## Materials and Methods

### 

#### Computational and quantitative methods

To build the dictionary of putative regulatory elements for UPR target genes, we first extracted the 600-bp upstream regions of all UPR target genes. To get rid of simple repeats unlikely to be regulatory elements (such as AT-rich repeats and transposable elements), we removed exact repeats of lengths 15 bp or longer, and kept the remaining fragments of lengths longer than 50 bp. What remained was the input sequence for the dictionary construction. We used the MobyDick algorithm based on probabilistic segmentation (Bussemaker et al. 2000b) to build a dictionary of putative regulatory elements. MobyDick builds the dictionary by iterating through fitting and testing steps. Starting with the frequencies of single bases, the algorithm finds overrepresented two-nucleotide pairs (testing step), adds them to the dictionary, determines their probabilities by maximizing the likelihood of observing the sequence data (fitting step), and continues to build larger fragments iteratively. Adjustable parameters were as follows: *L,* the maximum word length, was set to 8, and *MaxP,* the probability of seeing at least one false positive at each testing step when all words of length up to *L* are tested, was set to 0.999 (relaxed cutoff). MobyDick generated a dictionary of 328 words. We filtered out words that were too short, appeared in too many copies (such as AT-rich short repeats), or were of low quality (the algorithm calculates a quality factor for each word describing how likely it is that the word can be made by chance from shorter words). With the filters *number_of_copies* < 200, *length* > 4, and *quality_factor* > 0.2, we obtained 201 words.

Using the filtered dictionary, we grouped similar words into motifs using the clustering algorithm CAST (Ben-Dor et al. 1999), as follows: We first computed pairwise alignment scores for all the words in the dictionary, using gapless alignment with a scoring scheme derived from a simple mutation model. The model assumes that a base *x* mutates to any other given base *y* with probability *p*/3, and remains the same base with a probability (1 − *p*). The score for a pair *x–y* is given by the log-odds-ratio of observing the pair under the mutation model versus observing the pair at random. With the choice of *p* = 0.5 (the result is insensitive to the actual *p* value chosen as long as *p* is much smaller than 0.75), a matching pair scores ln(2), and a mismatch scores ln(2/3). We normalized the scores to fall between 0 and 1 by the largest score. We then used the CAST algorithm to group words into clusters, with the threshold parameter set at 0.7 (the lower bound of the normalized score averaged over all pairs in a cluster). This procedure generated 109 motifs.

To test which motifs are significantly overrepresented in the promoters of UPR target genes, we counted for each motif the total number of occurrences in all promoters, and calculated the expected number of occurrences *N_exp_* in the UPR target gene promoters based on the genome-wide frequencies. We then counted the observed number of occurrences *N_obs_* of the motif in the promoters of UPR target genes. We used Poisson statistics to calculate the probability *P* of observing a number of occurrences equal to or greater than *N_obs_* by chance, based on *N_exp_*. The test based on Poisson statistics is a very good approximation of the more rigorous test based on the binomial distribution, where the probability *P* is the probability of seeing a specific instance of the motif in the UPR gene set and the total number of trials *N_t_* is the total number of copies of the motif in the genome. Since *P* is small (0.059) and *N_t_* is large (ranging from approximately ten to approximately 1000) but the product *N_exp_* is finite, the resulting distribution is well approximated by a Poisson distribution with mean = *N_exp_*.

To derive a general consensus for UPRE-2 that includes context information beyond the core motif, we took the five-nucleotide core ACGTG from the Motif 1 alignment (see Figure 1B) and searched the promoters of UPR target genes for the occurrences of this core motif that are conserved across five yeast species. We first took the sequence data for *S. cerevisiae, S. bayanus, S. mikatae, S. paradoxus,* and S. kudriavevii (Cliften et al. 2003; Kellis et al. 2003) and performed multiple sequence alignment on all the orthologous promoters. We then searched for conserved blocks on both strands where ACGTG occurs in all species and is correctly aligned. We found 60 instances of conserved blocks in UPR target gene promoters for which multiple sequence alignment data were available. We then extracted ACGTG plus 10-bp flanking sequences on both side in S. cerevisiae and performed a multiple local sequence alignment of the S. cerevisiae sequences from each of the 60 conserved blocks using the Consensus algorithm (Hertz and Stormo 1999), setting *matrix_width* to 15. The result of the alignment was a position-specific frequency matrix. We derived a consensus sequence from the matrix using the convention by Cavener (1987). The alignment matrix and raw sequence data are available in Table S3.

#### Plasmids and recombinant DNA

DNA manipulations, cloning, and yeast culture were performed as previously described (Sherman et al. 1986; Ausubel 1988; Guthrie and Fink 2002) unless otherwise noted.

UPRE reporter constructs (used in Figures 2A, 3A, 3B, and 5) were based on the plasmid pPW344/pJC104 (Cox et al. 1993), which contains a triple repeat of the *KAR2*-derived UPRE; this plasmid was used as the UPRE-1 reporter in all experiments. To construct UPRE reporters used to test Motifs 1–8, we removed the UPRE-1 repeat from pPW344 by digestion with BglII and XhoI, and replaced it with a triple repeat of a 15-nucleotide sequence encompassing the motif in question and the flanking sequence context. Source sequences were chosen from promoters that exhibited robust induction by the UPR (Travers et al. 2000) and, if possible, did not contain a match to the canonical (*KAR2*-derived) UPRE. Intact promoter reporter constructs (pPW668–pPW671) used in Figure 2B and 2C were also based on plasmid pPW344. Here the promoter of pPW344 (BamHI/BglII fragment) was replaced by a single PCR fragment spanning the approximately 600 nucleotides immediately upstream of either the *ERO1* or *DHH1* initiation codon, or by two fragments spanning the same sequence but with the UPRE motif replaced by a restriction site. The high-copy *GCN4* plasmid (pPW672) used in Figure 3A consists of the region plus1000 nucleotides one either side of the *GCN4* ORF. Source sequence contexts, olignucleotide sequences, and select PCR primers are compiled in Table S4. The plasmids expressing the activated allele of *HAC1* used in Figure 5 (pPW322/pRC43) and the N-terminally HA-tagged allele of *HAC1* (pPW353/pJC316) used in Figure 6B were as previously described (Cox and Walter 1996).

Knockouts of *GCN4* and *GCN2* and the integrated *GCN4-myc* were constructed by PCR cassette/generic primer mutagenesis (Longtine et al. 1998).

#### Yeast strains

All base strains used in this study are enumerated in Table 1. As appropriate, these strains were transformed with plasmids from Table 2 for use in experiments.

**Table 1:**
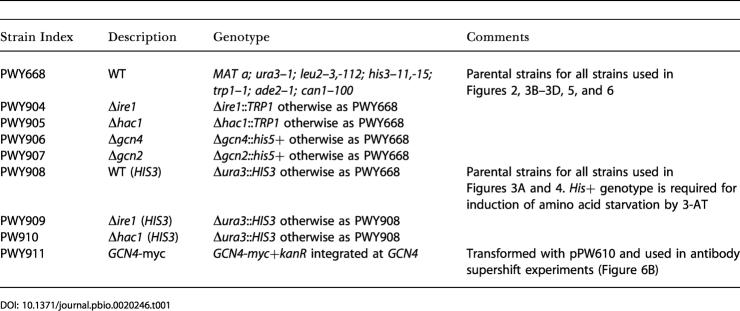
Yeast Strains

**Table 2:**
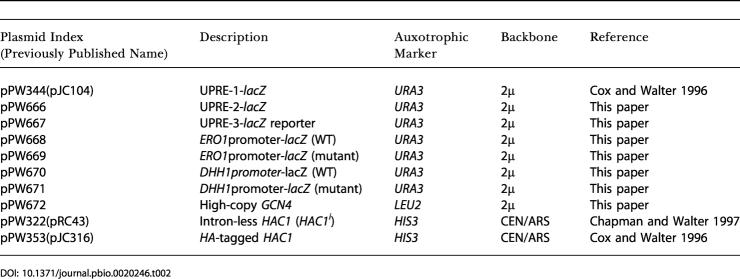
Yeast Plasmids

#### Cell culture and growth conditions

For all experiments, samples were diluted from saturated overnight cultures and regrown to midlog phase (OD600 = 0.5) prior to addition of drug.

DTT (Sigma, St. Louis, Missouri, United States) was added to cultures to a final concentration of 2 mM. Tm (Boehringer Mannheim, Indianapolis, Indiana, United States) was added to cultures to a final concentration of 1 μg/ml. 3-AT (Sigma) was added to cultures to a final concentration of 10 mM. All 3-AT treatments were performed on strains WT for the *HIS3* gene; for histidine-deprived cultures, overnight cultures were washed three times in SD-histidine, then diluted to low density in SD-histidine and grown to midlog phase before the addition of the drug.

To assay β-galactosidase activity on solid growth media, we overlaid plates with buffered soft agar containing X-gal (Sigma) as described previously (Cox and Walter 1996). For liquid cultures, we used a colorimetric ONPG assay (Holley and Yamamoto 1995).

#### Gene expression profiling.

Strains were grown in YPD (pH 5.4) as in Travers et al. (2000) to midlog phase (OD = 0.5) and then either treated with 2 mM DTT or left untreated. RNA was extracted as described by Ruegsegger et al. (2001), and mRNA was purified with a PolyATtract kit (Promega, Madison, Wisconsin, United States).

Microarray analysis used yeast spotted-cDNA ORF arrays printed at the University of California, San Francisco, Core Center for Genomics and Proteomics (http://derisilab.ucsf.edu/more) and was performed as described previously (Carroll et al. 2001). Measurements reported are the average of three independent experiments.

We tested the statistical significance of the induction for the three gene sets (UPRE-1, UPRE-2, and UPRE-3 genes) in four different strains (WT, Δ*ire1,*Δ*gcn4,* and Δ*gcn2*) using a *z*-score scheme. For a given gene set and a given strain, we calculated the average fold induction for genes in the set and compared it to the value for the genome overall. The null hypothesis was that the selected gene set was no different from a randomly selected set (same total number) from the genome overall. Under this hypothesis, the average *μ* has a distribution well approximated by a normal distribution (due to the central limit theorem) with mean *μ_genome_* and standard deviation σ/√(*Nset*), where *N_set_* is the total number of genes in the test set. We computed a *z*-score, *z*=√(*Nset*)(μ−μ*genome*)/σ, which should have a standard normal distribution (zero mean and unit variance) under the null hypothesis. The *P* value was calculated by integrating the standard normal curve from *z* to infinity.

#### Isolation and detection of protein.

Protein preparation, electrophoresis, and Western blotting proceeded as described in the accompanying paper (Leber et al. 2004). Gcn4p-myc (see Figure 5A) was detected using a mouse anti-myc monoclonal antibody (Molecular Probes, Eugene, Oregon, United States); eIF-2α-phosphate was detected by a commercial phospho-specific mouse polyclonal (Upstate Biotechnology, Lake Placid, New York, United States).

#### Gel retardation analysis.

Gel shifts were performed as previously described (Cox and Walter 1996) except that we found it important to elevate the acrylamide concentration to 5% and lower the in-gel glycerol concentration to 4%. UPRE-1 oligo and UPRE-1 mutant are based on sequences previously described (Cox and Walter 1996). UPRE-2 oligo is a fragment of the *ERO1* promoter centered around the UAS. UPRE-2 mutant is a point mutation that does not support transcription in an artificial promoter context (unpublished data). For sequences, see Table S4. Competition experiments used a 100-fold excess of unlabeled oligonucleotide.

## Supporting Information

Table S1 Dictionary of “Words” Compiled by MobyDick This table contains an alphabetical list of the dictionary “words” compiled by the MobyDick algorithm from the “text” comprising the promoters of UPRE target genes. Associated statistics for each word are as follows: *N,* the average number of times the string is delimited as a word among all segmentations of the data; *Xi,* the number of matches of the word anywhere in the text; *p,* the frequency of drawing the word from the dictionary, optimized over all words to give the maximum likelihood of observing the text; *Z* = *p* + *p_s_*, where *p_s_* is the probability with which the word can be made by combining shorter words from the dictionary; *sig* = significance = *Np*/sqrt(*N*[Z − *p*]).
(10 KB TXT).

Table S2 Ranked Listing of the Motifs Assembled by Clustering from the Dictionary Words N_tot_ is the number of times a given motif appeared in the promoters of the genome overall; N_exp_ is the number of times one would expect a given motif to appear in the 381 promoters of UPR target genes if the motif were distributed randomly throughout all promoters; N_obs_ is the number of times a given motif actually appears in the target gene promoters; and −log_10_ *P* is a measure of overrepresentation based on Poisson statistics (*P* is the likelihood that a given observed distribution would occur by chance).
(3 KB TXT).

Table S3 UPRE-Containing Promoter Alignments This table contains CLUSTALW alignments for the *KAR2* and *ERO1* promoters, derived from S. cerevisiae and related budding yeasts. Asterisk indicates 100% conserved residues. Scer, *S. cerevisiae;* Skud, *S. kudriavevii;* Spar, *S. paradoxus;* Smik, *S. mikatae;* Sbay, S. bayanus.
(8 KB TXT).

Table S4 Oligonucleotide Sequences and Cloning Schemes This table contains the sequences of primers and olignonucleotide sequences used in construction of plasmids for this study, as well as oligonucleotide sequences used for probes in the gel-shift analysis.
(38 KB DOC).

### Accession Numbers

The GenBank accession numbers of the gene products discussed in this paper are Dhh1p (NP_010121), Ero1p (NP_013576), Gcn4p (NP_010907), Gcn2p (NP_010569), Hac1p (NP_011946), and Ire1p (NP_116622).

Microarray data can be accessed at the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) database as platform number GPL1001 and sample numbers GSM16985–GSM1988.

## Abbreviations

3-AT: 3-aminotriazole
DTT: dithiothreitol
ER: endoplasmic reticulum
ORF: open reading frame
S-UPR: Super-UPR
Tm: tunicamycin
UAS: upstream activating sequence
UPR: unfolded protein response
UPRE: unfolded protein response element
WT: wild-type.

# Supplementary material for: Gcn4p and Novel Upstream Activating Sequences Regulate Targets of the Unfolded Protein Response
**Source:** PLoS Biol. 2004 Aug 17;2(8):e246. doi: 10.1371/journal.pbio.0020246
**Supplement:** Table S4 — This table contains the sequences of primers and olignonucleotide sequences used in construction of plasmids for this study, as well as oligonucleotide sequences used for probes in the gel-shift analysis. (38 KB DOC).

***UPRE reporter plasmids:***

Source sequence contexts:

| Motif | ORF | Gene | Sequence (5’ context, motif, 3’ context) |
| --- | --- | --- | --- |
| 1 | YML130C | ERO1 | atacggag, tacgtg, tcataaaa |
| 2 | YJR089W | *BIR1* | ccttctgt, tagtgc, agagtctc |
| 3 | YGL222C | EDC1 | ccgggagc, ggttctgg, cgtgttta |
| 4 | YHR044C | *DOG1* | ttcttaac, gacgcgca, aagaaaaa |
| 5 | YKR050W | *TRK2* | gcctccag, cacaat, ttcacaac |
| 6 | YKL073W | *LHS1* | gctaatta, ggcgcgcg, cctcaaat |
| 7 | YJR073C | *OPI3* | caggtctt, ccacgtgg, aactgcca |
| 8 | YDL160C | *DHH1* | taagaaaa, aggacaac, acaatctt |

Insert oligo sequences:

“WB”=Watson strand, with BglII overhang

“CX”=Crick strand, with XhoI overhang.

Restriction site linkers are capitalized.

| Motif | Oligo | Sequence |
| --- | --- | --- |
| 1 | M1-WB | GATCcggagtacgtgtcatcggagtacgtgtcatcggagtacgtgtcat |
|  | M1-CX | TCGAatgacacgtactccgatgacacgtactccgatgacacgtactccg |
| 2 | M2-WB | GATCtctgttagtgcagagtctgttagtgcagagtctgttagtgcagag |
|  | M2-CX | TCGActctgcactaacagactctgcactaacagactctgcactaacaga |
| 3 | M3-WB | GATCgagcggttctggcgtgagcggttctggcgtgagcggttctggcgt |
|  | M3-CX | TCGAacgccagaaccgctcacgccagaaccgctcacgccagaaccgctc |
| 4 | M4-WB | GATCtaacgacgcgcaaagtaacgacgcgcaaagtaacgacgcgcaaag |
|  | M4-CX | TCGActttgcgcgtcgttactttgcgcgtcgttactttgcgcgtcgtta |
| 5 | M5-WB | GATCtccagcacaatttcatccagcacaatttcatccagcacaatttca |
|  | M5-CX | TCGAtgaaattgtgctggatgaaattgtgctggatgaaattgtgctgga |
| 6 | M6-WB | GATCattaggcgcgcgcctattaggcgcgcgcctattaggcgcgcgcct |
|  | M6-CX | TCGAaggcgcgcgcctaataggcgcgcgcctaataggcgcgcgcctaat |
| 7 | M7-WB | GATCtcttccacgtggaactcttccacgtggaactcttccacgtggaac |
|  | M7-CX | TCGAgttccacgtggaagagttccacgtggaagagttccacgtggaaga |
| 8 | M8-WB | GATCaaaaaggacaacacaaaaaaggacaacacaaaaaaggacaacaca |
|  | M8-CX | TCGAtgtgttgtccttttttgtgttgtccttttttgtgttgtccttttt |

## Intact promoter constructs:

PCR fragments:

| Promoter | Wildtype  construct | Mutant construct,  5’ fragment | Mutant construct,  3’ fragment |
| --- | --- | --- | --- |
| *ERO1* | oCP-184,oCP-185 | oCP-184,oCP-238 | oCP-239,oCP-185 |
| *DHH1* | oCP-186,oCP-187 | oCP-186,oCP-240 | oCP-187,oCP-241 |

Primer sequences:

Linker sequences are capitalized.

| Primer index | Description | Sequence |
| --- | --- | --- |
| oCP-184 | 5’-*BglII*-*ERO1*promoter,  5’ primer | atatAGATCTtaaattgccaaccacctacc |
| oCP-185 | 3’-*BamHI*-*ERO1*promoter,  3’ primer | gccgGGATCCtctcatgttttacctgcacg |
| oCP-186 | *DHH1*promoter-5’-*BglII* | atatAGATCTattgagccctttcaagttcc |
| oCP-187 | *ERO1*promoter-3’-*BamHI* | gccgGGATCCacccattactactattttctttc |
| oCP-238 | 5’-*ERO1*promoter-*EcoRI*,  3’ primer | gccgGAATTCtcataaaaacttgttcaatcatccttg |
| oCP-239 | 3’-*ERO1*promoter-*EcoRI*,  5’primer | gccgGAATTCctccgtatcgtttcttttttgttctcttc |
| oCP-240 | 5’-*DHH1*promoter-*NotI*,  3’primer | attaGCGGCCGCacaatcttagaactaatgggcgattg |
| oCP-241 | 3’-*DHH1*promoter-*NotI*,  5’primer | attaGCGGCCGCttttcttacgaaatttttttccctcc |

***GCN4 overexpression construct:***

The *GCN4* locus was amplified with primers bearing *EcoRI* linker and ligated into the *EcoRI* site of the 2µ-LEU2 plasmid pRS415 [Sikorski, 1989 #437]. The resulting plasmid was verified by sequencing and complementation of the slow growth phenotype of a ∆*gcn4* mutant.

Primers:

| Primer index | Description | Sequence |
| --- | --- | --- |
| oCP-321 | 5’-*EcoRI*-*GCN4* | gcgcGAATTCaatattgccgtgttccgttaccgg |
| oCP-322 | 3’-*EcoRI*-*GCN4* | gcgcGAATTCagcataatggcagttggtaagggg |

***Gel-shift probes****:*

W=Watson strand

C=Crick strand

| Probe | Strand | Sequence |
| --- | --- | --- |
| UPRE-1  (wildtype) | W | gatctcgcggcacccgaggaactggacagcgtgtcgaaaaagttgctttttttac |
| C | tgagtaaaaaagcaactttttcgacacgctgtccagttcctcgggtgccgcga |
| UPRE-1  (mutant) | W | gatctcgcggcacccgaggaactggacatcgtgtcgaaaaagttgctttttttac |
| C | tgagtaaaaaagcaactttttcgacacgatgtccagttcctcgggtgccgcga |
| UPRE-2  (wildtype) | W | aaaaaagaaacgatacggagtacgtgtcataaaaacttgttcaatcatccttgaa |
| C | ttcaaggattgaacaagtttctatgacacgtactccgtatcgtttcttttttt |
| UPRE-2  (mutant) | W | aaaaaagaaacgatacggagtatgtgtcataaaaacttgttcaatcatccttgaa |
| C | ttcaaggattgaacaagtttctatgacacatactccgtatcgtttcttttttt |

How the deposited data were processed for this re-analysis (not part of the article)

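The study measured mRNA in 4 strains of yeast, WT, Δ*ire1*, Δ*gcn4*, and Δ*gcn2*, each on 3 spotted arrays that compare cells treated with 2 mM DTT for 30 min with untreated cells of the same strain. Each value is the log2 ratio of treated over untreated for 1 array element, as the authors deposited it. The table holds 6024 elements on 12 arrays with 3 decimals and no missing value. Its text gives no normalization within the arrays, the medians of the arrays are not 0, and the values were used without further centering. The table used holds log ratios and no signals of the separate channels, so depth and background of a spot were not examined, and the precision is that of 3 arrays per strain. Within a strain, the deposited replicate numbers were kept. WT replicate 1 was mapped by elimination.

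Gene symbols came from the probe table and the gene annotation. The groups of genes with UPRE-1, UPRE-2, and UPRE-3 were taken from the order of the deposited table, a choice made after the table was seen. The study's 381 targets are not listed in the files, nor is a genome sequence, so neither the study's target set nor its search of 600 bp of promoter was repeated. The target set used instead holds the genes that were higher in WT and lower in Δ*ire1* than in WT. A set chosen for each replicate number on the arrays of the others gave cross-fitted means.

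Linear models were fitted with limma 3.58.1 in R 4.3.3 to all 12 arrays, with a mean for each strain and moderated variances (15.5 degrees of freedom), and p was adjusted over all 6024 elements by the method of Benjamini and Hochberg, with a threshold of 0.05. Each strain was tested against no change, and each deletion strain against WT, as was Δ*gcn4* against Δ*gcn2*. For a fixed list of genes, p was also adjusted over the list alone. In addition, 20 gene lists, of ER folding, ER-associated degradation, N-glycosylation, O-mannosylation and GPI anchors, ER translocation, ER-Golgi transport, phospholipid and inositol synthesis, all of these together as the secretory pathway, amino acid synthesis, sulfur and methionine synthesis, general stress, cytosolic heat shock, oxidative stress, iron uptake, zinc uptake, cell wall integrity, the proteasome, ribosomal proteins, ribosome biogenesis, and genes silenced or unused in this medium, were tested with camera at a preset correlation of 0.01, 140 tests in all. Of these tests, 74 passed the threshold, 1 did with a correlation estimated from the arrays, and 96 did with fry.

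Means of gene groups on each array were compared by exact permutation tests. With 3 arrays against 3 the smallest p is 0.1, and with 3 against 6 it is 0.0119. The z statistic of the paper sets the mean of a group against the mean and SD of all genes, with a one-sided p. Genes are named in the text when the study names them, when they are among the largest rises and falls, when they are on the list of ER folding, or when they are among the strongest members of another list. This rule, the gene lists, the comparisons, and the alternatives not marked as added were set before the data were examined.

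The arrays of WT and Δ*gcn2* with the same number varied together over genes (correlations of 0.574, 0.625, and 0.661, against at most −0.198 for other numbers), and no other pair of strains did so throughout. For WT and Δ*gcn4* the correlations were 0.0823, 0.276, and 0.293, against 0.299 for other numbers. A fit with the replicate number as a block was run as an alternative. The other alternatives were centering each array on its median, centering and scaling to one spread, array weights, a change of at least 1 on the log2 scale, other target sets, other gene groups, an estimated correlation or fry for the lists, and leaving out each array in turn. On simulated arrays with the same strains and replicates, 100 genes were changed by 0.5 and another 100 by 1. A shift of 0.5 was recovered for 77% of genes in WT and for 44% in the difference between Δ*gcn4* and WT. A shift of 1 was recovered for 100% and 95%. Of the calls for both sizes together, 4.84% and 5.44% were false. A shifted list among 20 simulated lists was called, and no other list was. Genes and arrays were drawn independently, so the simulations do not test the calls where genes are correlated or arrays paired.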

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

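The tests of explanations for the UPRE genes and for the ribosome biogenesis genes were chosen after the results were seen, as was the rule by which splits of the arrays were counted for the target set and the gene lists.

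A difference between strains in genes that did not pass the test for a rise in WT: of the 41 such UPRE genes, 21 were lower in Δ*gcn4* than in WT, and their mean went from 0.067 ± 0.076 to −0.55 ± 0.083 (SD, n = 3 arrays). As a group these genes stood above all genes in WT (z of 2.47, one-sided p = 0.0068, n = 41 genes, taken as independent), so not passing the test does not show that DTT left them unchanged. *DPM1*, *ERV25*, and *MED4* are examples, with differences from WT of −1.69, −1.33, and −1.16, and the latter 2 were chosen after their values were seen. Against a loss of induction in proportion to the response in WT as the whole cause, the slope of the difference on that response was −0.18 in Δ*gcn4* over all 139 UPRE genes (−0.21 to −0.12 over the 3 arrays of WT that set the response), where Δ*ire1* gave −0.70, and −0.054 over the 76 with UPRE-2 only (−0.083 to −0.017), where Δ*ire1* gave −0.67, though a loss partly in proportion stays open over all UPRE genes, whose slope was below 0 with each array. Against a shift of whole arrays as the cause, the mean difference between Δ*gcn4* and WT of the 5514 genes outside the target set and the runs was 0.017, where that of the UPRE genes was −0.83. An offset of one size for every gene with UPRE-2 only stays open, since the SD over genes of their difference from WT was 0.913 of that of the targets outside the runs. Such an offset could come from Gcn4p, if it multiplies the ratio of treated over untreated mRNA by the same factor for each gene. It could also come from a shift of these elements in the deposited values. These cannot be told apart here, since only 1 gene, *ABP140*, has elements both inside and outside the runs, which differed by 1.32 in Δ*gcn4* minus WT, against at most 0.786 for 27 other genes with several elements.

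A difference between strains in ribosome biogenesis: the 28 measured genes had a mean of −0.68 ± 0.12 in WT, −0.70 ± 0.18 in Δ*ire1*, −0.72 ± 0.070 in Δ*gcn4*, and −1.12 ± 0.075 in Δ*gcn2* (SD, n = 3 arrays). The difference between Δ*gcn2* and WT was −0.44, with 12 genes lower (17 when adjusted over the list alone), *UTP10* and *UTP4* among them (−0.87, limma adjusted p = 0.0014, and −0.98, limma adjusted p = 0.0039). The list had an adjusted p of 1.4e-09 in camera, and of 0.164 with the estimated correlation. At the preset correlation it had 1.5e-06 after scaling to one spread and at most 5.6e-08 without any 1 array, in a range over alternatives from 2.2e-10 to 1.5e-06, which argues against a wider spread of the Δ*gcn2* arrays and 1 array as the whole cause, and against a shift of whole arrays the 5514 genes outside the target set and the runs had a mean difference of 0.077. A larger fall of all genes for making ribosomes is argued against by the ribosomal proteins, whose mean difference was 0.18. That Δ*gcn2* cells respond to DTT with a stronger fall of ribosome biogenesis mRNA stays a hypothesis, found and tested on the same arrays.

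Other differences between strains and other signals outside the genes the paper discusses follow. Δ*gcn4* and Δ*gcn2* differed in 381 genes (113 higher and 268 lower in Δ*gcn4*, 152 and 175 after centering), a number that equals the size of the study's target set by coincidence, and 25 differed without the third Δ*gcn2* array. In Δ*gcn2*, 657 genes were higher than in WT, *ADR1*, *THI5*, and *HSP26* among them (1.62, limma adjusted p = 1.3e-04, 1.85, limma adjusted p = 2.5e-04, and 1.41, limma adjusted p = 3.0e-04). The heat shock list was lower in Δ*gcn4* than in WT by −0.39 (2 of 16 genes lower, 5 when adjusted over the list alone, camera adjusted p = 5.7e-05, and 0.303 with the estimated correlation), *HSP104* among them. The cell wall list was higher in Δ*gcn2* than in WT by 0.57 (6 of 11 genes, 7 when adjusted over the list alone, camera adjusted p = 4.0e-04, and 0.0867 with the estimated correlation), *CRH1* among them. In WT, 122 of 124 ribosomal protein genes were lower after DTT, with a mean of −1.24 ± 0.089, or −1.09 after centering. In WT, 22 of 36 genes of amino acid synthesis, the pathway that Gcn4p is known for, were lower and 2 higher, *HIS3* among the lower ones.

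Each comparison of 3 arrays with 3 allows 10 splits, so that no share under 0.05 can be reached. For the genes that differ from WT, the splits with a count as large were 1 of 10 for Δ*ire1* (1336, highest other 0), 1 for Δ*gcn4* (169, highest other 0), and 1 for Δ*gcn2* (1033, highest other 0, also among the 3 other splits that part all pairs of arrays of one number), and 1 for Δ*gcn4* against Δ*gcn2* (381, highest other 0). They were 1 for the target set (460, highest other 0), and 1 each for the targets lower in Δ*gcn4* (74, highest other 0) and in Δ*gcn2* (81, highest other 0). For lists called against WT they were 2 in Δ*ire1* (12, highest other 12), 1 in Δ*gcn4* (10, highest other 7), and 1 in Δ*gcn2* (7, highest other 5).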

How the results depend on the processing

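Tests chosen after the results were seen are the fit without the elements of the UPRE runs, the block within WT and Δ*gcn2*, and the means without both the target set and the runs. Of 357 values under alternatives, 278 counted as the same as the main value. A count did so within 1.5 times of it, and a mean or an SD over genes within the SD between arrays. The contrast of UPRE genes with other targets did so if it kept its sign and a permutation p under 0.05. Another 76 moved further than that, and 3 means that lay more than 2 SD from 0 changed sign, as did 2 nearer to 0 (counted among the others). The cause was not tested where the alternative does not itself set it. Fewer genes passed a change of at least 1, by construction: 540 in WT, 238 in Δ*ire1*, 397 in Δ*gcn4*, and 740 in Δ*gcn2*, and against WT 206 in Δ*ire1*, 50 in Δ*gcn4*, and 91 in Δ*gcn2*, with 43 between Δ*gcn4* and Δ*gcn2*. With array weights 307 differed from WT in Δ*gcn4*, 1580 in Δ*gcn2*, and 781 between these mutants. After centering and scaling to one spread it was 530 for Δ*gcn2* and 57 between the mutants, and without the UPRE runs 19 for Δ*gcn4* (13 higher, 6 lower). With the replicate number as a block, all counts stayed within 1.5 times, 1215 for Δ*gcn2*, and in the 6 arrays of WT and Δ*gcn2* alone 1339 differed without the block and 3031 with it. Without 1 array, the counts ranged from 100 (without WT replicate 3) to 216 for Δ*gcn4*, from 439 (without Δ*gcn2* replicate 3) to 1239 for Δ*gcn2*, with 442 without WT replicate 1, 662 without Δ*gcn2* replicate 1, and 493 without Δ*gcn2* replicate 2, and from 25 (without Δ*gcn2* replicate 3) to 551 between the mutants, with 112 and 113 without Δ*gcn4* replicates 1 and 2, and 138 and 90 without Δ*gcn2* replicates 1 and 2. The target set ranged from 303 to 509, its genes lower in Δ*gcn4* from 44 to 82 and in Δ*gcn2* from 51 to 92, each lowest without WT replicate 3, and it held 268 genes at a 1.5-fold limit. Of the list tests, 1 passed with an estimated correlation. The mean of the targets in WT, Δ*ire1*, Δ*gcn4*, and Δ*gcn2* was 0.93, 0.056 (a changed sign), 0.68, and 0.82 after centering, 0.39, −0.18, 0.15, and 0.29 for the secretory pathway instead, and −0.050 in Δ*ire1* for cross-fitted targets. Without Δ*gcn4* replicate 3, the mean of UPRE-1 in that strain was −0.0043 (a changed sign). Centered, UPRE-1 had 0.83, −0.059, 0.22, and 0.38, UPRE-2 0.95, −0.039, −0.072, and 0.16, and UPRE-3 0.93, −0.016, and, in Δ*gcn2*, 0.29. Limited to cross-fitted targets, UPRE-1 had 1.20, −0.14, 0.33, and 0.57, UPRE-2 1.14, −0.11, 0.064 (a changed sign), and 0.37, and UPRE-3 1.32, −0.067, 0.19 (a changed sign), and 0.57. Limited to the secretory pathway, UPRE-1 had 1.13 in WT, −0.177 in Δ*ire1*, and 0.40 in Δ*gcn2*, UPRE-2 1.06 in WT, 0.016 in Δ*gcn4* (a changed sign), and 0.25 in Δ*gcn2*, and UPRE-3 0.66 in WT. For genes with 1 kind of UPRE only, UPRE-1 had 0.58, −0.18, 0.25, and 0.38, and UPRE-3 0.49 in WT and 0.023 in Δ*gcn2*. The SD over genes was 0.4987 in WT and 0.465 in Δ*gcn4* without the target set, and 0.4990 and 0.464 without the runs as well. Calls for named genes were lost in 337 and gained in 176 of 10688 cases, and list calls in 114 and 53 of 2520. Filters on missing values changed nothing, since none are missing, and alternatives that need promoter sequence were not run.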

Differences from the paper's values

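The comparison of group means that leaves out both the target set and the UPRE runs was chosen after the result was seen. The group compared for nontarget genes was settled after the values were seen, and the UPRE groups were assigned after the table was seen. No other test in this part was chosen after the result was seen. For the genes with UPRE-1 in Δ*ire1*, the paper's mean is about −0.18 (Fig. 3D, read by eye), and the value here is −0.20 ± 0.018. Of the alternatives set before the data were examined, genes with 1 kind of UPRE only (−0.18), genes of the secretory pathway (−0.177), and leaving out Δ*ire1* replicate 1 (−0.19) bring the value within the paper's, and centering, cross-fitted targets, and leaving out replicate 2 or 3 leave it apart. In Δ*gcn4*, the paper's mean for these genes is about −0.04 (Fig. 3D, read by eye), and the value here is 0.056. It is from 48 genes with an SD over arrays of 0.14, and the sign differs. If the paper's means come from these same arrays, the SD over arrays does not account for a gap. Leaving out Δ*gcn4* replicate 3 (−0.0043) brings the value within the paper's, and centering, genes with 1 kind of UPRE only, cross-fitted targets, genes of the secretory pathway, and leaving out replicate 1 or 2 do not. For UPRE-1 in Δ*gcn2*, the paper's text gives a one-sided p of 3.4e-4, and the value here, computed with the z statistic over 48 genes, is 5.6e-05. No alternative brings it to the paper's, and leaving out Δ*gcn2* replicate 2 comes nearest (2.0e-04).

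For targets without a UPRE, the paper's means are about −0.17 in Δ*ire1*, about 0.43 in Δ*gcn4*, and about 0.63 in Δ*gcn2* (Fig. 3D, read by eye). The values here are −0.080, 0.62, and 0.80, for the 371 targets outside the UPRE runs, and neither centering nor leaving out any 1 array brings them within the paper's. They are of another set of genes than the paper's, whose list is not in the files.

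For nontarget genes, the group compared here was settled after the values were seen, and it is the one set at the start, all measured genes. Its means of −0.15, −0.15, −0.16, and −0.090 in WT, Δ*ire1*, Δ*gcn4*, and Δ*gcn2* lie within those of Fig. 3D. Without the target set, an alternative set at the start, they are −0.23, −0.15, −0.22, and −0.16, and differ from the paper's in each strain, as do the same means to 2 decimals without the target set and the UPRE runs, which was added later. The means of the genes with UPRE-2 and UPRE-3 lie within those of Fig. 3D in each strain. For UPRE-1, the paper's means are about 0.75 in WT and 0.22 in Δ*gcn2* (Fig. 3D, read by eye), against 0.68 and 0.27 here. In each strain the gap was larger for UPRE-1 than for UPRE-2 or UPRE-3, so the genes taken as UPRE-1 may not be the paper's.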

Other observations

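The tests of gene lists in this part were chosen before the results were seen, and none was added.

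Genes for making ribosomes fell with DTT in each strain, though no call for their lists held with the estimated correlation. Ribosomal proteins had a mean of −0.89 ± 0.065 in Δ*ire1*, −0.97 ± 0.061 in Δ*gcn4*, and −1.05 ± 0.068 in Δ*gcn2* (SD, n = 3 arrays), and their fall was smaller than in WT by 0.34 in Δ*ire1* (43 of 124 genes higher, 51 when adjusted over the list alone, camera adjusted p = 1.2e-11, and 0.165 with the estimated correlation) and by 0.26 in Δ*gcn4* (13 higher, 36 when adjusted over the list alone, camera adjusted p = 3.4e-15, and 0.141 with the estimated correlation). In Δ*gcn2*, the difference of 0.18 came with 18 genes higher and 4 lower than in WT, the same counts over the list alone (camera adjusted p = 0.0052, 0.536 with the estimated correlation, and lost without 2 of the arrays in turn). Ribosome biogenesis genes were lower for 23 of 28 in WT (24 when adjusted over the list alone, camera adjusted p = 3.4e-05, and 0.288 with the estimated correlation).

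Stress genes rose also without Ire1p. The heat shock list had a mean of 0.64 ± 0.24 in WT and 0.97 ± 0.25 in Δ*ire1* (10 and 13 of 16 genes higher, 10 and 14 when adjusted over the list alone, camera adjusted p = 7.0e-05 and 2.7e-10, and 0.303 and 0.153 with the estimated correlation). The general stress list had 0.25 ± 0.13 and 0.59 ± 0.15 (10 and 13 of 18 higher, over the list alone as well, camera adjusted p = 0.0077 and 1.1e-08, and 0.231 and 0.0800 with the estimated correlation). The proteasome list had 0.14 ± 0.036 and 0.31 ± 0.043 (14 and 18 of 32 higher, 13 and 19 when adjusted over the list alone), and its call in Δ*ire1* is the one that held with the estimated correlation (camera adjusted p = 2.8e-09, and 0.0427), whereas in WT it had 0.0025, and 0.0867 with the estimated correlation. The iron uptake list had 0.50 ± 0.046 and 0.50 ± 0.094 (6 and 7 of 12 higher, over the list alone as well, camera adjusted p = 0.022 and 1.9e-04, and 0.201 and 0.0867 with the estimated correlation). In WT, the lists of oxidative stress (3 of 15 genes higher, 7 lower), zinc uptake (1 of 7 higher, 4 lower), cell wall integrity (2 of 11 higher, 4 lower), and genes silenced or unused in this medium (2 of 11 lower) were not called, with the same counts over each list alone. In Δ*ire1*, the oxidative stress list was higher (0.225 ± 0.10, 6 of 15 genes higher and 2 lower, over the list alone as well, camera adjusted p = 0.0085, 0.164 with the estimated correlation, and lost without 1 of the arrays), the zinc uptake list was lower (−0.66 ± 0.13, 6 of 7 genes, over the list alone as well, camera adjusted p = 0.011, and 0.115 with the estimated correlation), and the other 2 were not called.

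Among genes of amino acid synthesis, the mean in WT was −0.46 ± 0.018 (camera adjusted p = 0.0079, and 0.231 with the estimated correlation), and in Δ*gcn4* it was higher than in WT by 0.21 (2 of 36 genes higher, 3 when adjusted over the list alone, camera adjusted p = 6.2e-04, and 0.164 with the estimated correlation). *HIS3* went from −0.96 ± 0.13 in WT to −0.09 ± 0.063 in Δ*gcn4* (limma adjusted p = 9.4e-04) and −0.24 ± 0.13 in Δ*gcn2* (limma adjusted p = 0.0025). The sulfur and methionine list had −0.87 ± 0.20 in WT (15 of 19 lower, 16 when adjusted over the list alone, camera adjusted p = 0.0047, and 0.366 with the estimated correlation), and it was higher in Δ*gcn2* by 0.54 (7 of 19, 9 when adjusted over the list alone, camera adjusted p = 0.0021, and 0.331 with the estimated correlation). The mRNA of *GCN4* fell in WT, to −0.59 ± 0.072 (limma adjusted p = 1.0e-04), and stood at −0.52 ± 0.12 in Δ*ire1*, and *GCN2*, at 0.29 ± 0.21 in WT, did not pass the test (limma adjusted p = 0.10). The paper states, from an earlier study, that *GCN4* mRNA does not change during the UPR, and the fall in WT here differs from that. That study's values were not available. The values here are not centered, and the medians of the WT arrays lay between −0.205 and −0.080. A ratio of treated over untreated cells within a strain cannot check the deletion itself, and the value of *GCN4* in Δ*gcn4* is of unknown origin. *HAC1* was higher in WT, at 1.098 ± 0.064 (limma adjusted p = 0.0034) and *TRL1* lower, at −0.37 ± 0.22 (limma adjusted p = 0.0099). *EDC1* was higher in Δ*gcn2* than in WT, by 1.07 (limma adjusted p = 0.0031).

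Genes of O-mannosylation and GPI anchors were lower than in WT by −0.40 in Δ*gcn4* (5 of 16 genes, 7 when adjusted over the list alone, camera adjusted p = 1.6e-04, and 0.0867 with the estimated correlation) and by −0.42 in Δ*gcn2* (6 of 16 genes, over the list alone as well, camera adjusted p = 5.6e-05, and 0.0800 with the estimated correlation), and 7 of the 16 lie in the UPRE runs. The arrays of the strains did not overlap for 35.8% of genes between WT and Δ*ire1*, 20.2% between WT and Δ*gcn4*, and 39.9% between WT and Δ*gcn2*, where chance gives 10%. Over genes, the mean response in WT had a correlation of 0.63 with that in Δ*ire1*, 0.87 with Δ*gcn4*, and 0.82 with Δ*gcn2*.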
